# MicroRNAs and their targets in cucumber shoot apices in response to temperature and photoperiod

**DOI:** 10.1186/s12864-018-5204-x

**Published:** 2018-11-15

**Authors:** Xiaohui Zhang, Yunsong Lai, Wei Zhang, Jalil Ahmad, Yang Qiu, Xiaoxue Zhang, Mengmeng Duan, Tongjin Liu, Jiangping Song, Haiping Wang, Xixiang Li

**Keywords:** Cucumber, Shoot apex, miRNAs, Photoperiod, Temperature

## Abstract

**Background:**

The cucumber is one of the most important vegetables worldwide and is used as a research model for study of phloem transport, sex determination and temperature-photoperiod physiology. The shoot apex is the most important plant tissue in which the cell fate and organ meristems have been determined. In this study, a series of whole-genome small RNA, degradome and transcriptome analyses were performed on cucumber shoot apical tissues treated with high vs. low temperature and long vs. short photoperiod.

**Results:**

A total of 164 known miRNAs derived from 68 families and 203 novel miRNAs from 182 families were identified. Their 4611 targets were predicted using psRobot and TargetFinder, amongst which 349 were validated by degradome sequencing. Fourteen targets of six miRNAs were differentially expressed between the treatments. A total of eight known and 16 novel miRNAs were affected by temperature and photoperiod. Functional annotations revealed that “Plant hormone signal transduction” pathway was significantly over-represented in the miRNA targets. The miR156/157/*SBP-Boxes* and novel-mir153/*ethylene-responsive transcription factor/senescence-related protein/aminotransferase/acyl-CoA thioesterase* are the two most credible miRNA/targets combinations modulating the plant’s responsive processes to the temperature-photoperiod changes. Moreover, the newly evolved, cucumber-specific novel miRNA (novel-mir153) was found to target 2087 mRNAs by prediction and has 232 targets proven by degradome analysis, accounting for 45.26–58.88% of the total miRNA targets in this plant. This is the largest sum of genes targeted by a single miRNA to the best of our knowledge.

**Conclusions:**

These results contribute to a better understanding of the miRNAs mediating plant adaptation to combinations of temperature and photoperiod and sheds light on the recent evolution of new miRNAs in cucumber.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5204-x) contains supplementary material, which is available to authorized users.

## Background

Temperature and photoperiod are two of the most important factors affecting plant development [1–3]. The cucumber is an important vegetable worldwide and is extensively produced via protected cultivation. Temperature and photoperiod can affect plant architecture, floral bud differentiation, sex expression, stress tolerance, fruit productivity, phytochemicals accumulation, flavours and nutrient formation in cucumbers [4–7]. Therefore, revealing the molecular mechanisms underlying the developmental modification in response to temperature and photoperiod changes will contribute substantially to cucumber production.

The plant genome responds to environments via epigenetic, transcriptional and post-transcriptional regulations [8]. The epigenetic modifications include chromosome organization, DNA methylation and histone modifications [9, 10]. DNA methylation changes have been revealed in cucumber shoot apexes grown in differential temperatures in previous studies [11]. The DNA methylation patterns also changed in male gametophytes of cucumber plants infected by viroids [12]. Transcriptional regulation of genes encoding photosynthetic enzymes, H^+^-ATPase, leaf volatile compounds, Argonaute, Dicer-like, RNA-dependent RNA polymerase, NAC transcription factors and superoxide dismutase (SOD) have been proven to play roles in suboptimal temperature and light adaptation and abiotic stress tolerance in cucumbers [13–19]. Transcriptome sequencing has been performed on cucumbers to analyse the transcripts responsible for sex expression, fruit length, waterlogging reaction and *Phytophthora capsici* resistance [20–23]. From the post-transcriptional control level, non-coding small RNA is the best-studied mechanism till now. Small RNAs not only play fundamental roles in post-transcriptional regulation via mRNA cleavage and translation inhibition but also link up these three levels of regulation in the way of epigenetic reprogramming [24, 25].

MicroRNAs (miRNAs) are a class of well-studied small non-coding RNAs. In plants, miRNAs are generated from primary miRNA transcripts (pri-miRNAs) containing a distinctive hairpin structure, which are first trimmed by DICER-LIKE1 (DCL1) to generate miRNA precursors (pre-miRNAs) in the nucleus and then transported to the cytoplasm and further processed to generate ~ 21 nt mature miRNAs [26, 27]. Subsequently, the mature miRNAs are loaded onto the RNA-induced silencing complex (RISC) and guide transcript cleavage (Bartel, 2004; Baulcombe, 2004) or translational repression of their target mRNAs [25, 28]. Plant miRNAs are highly complementary to their targets, which make it possible to predict and verify their targets using bioinformatics and degradome sequencing methods.

miRNAs play important roles in a wide range of plant developmental processes, including plant architecture [29], leaf morphology [30], root development [31], tuberization [32], the vegetative-reproductive phase change [33], floral organ identity [28, 34], flowering time [35], self-incompatibility [36], cytoplasmic male sterility [37], plant nutrient homeostasis [38], and response to biotic and abiotic stresses [39–41]. In cucumbers, the miRNAs derived from leaf, root, stem and phloem exudate were analysed in three independent high-throughput sequencing studies [42–44]. However, neither miRNAs in the shoot apex nor the miRNAs at different temperature and photoperiod changes were profiled in cucumber plants.

In cucumbers, approximately 10–15 axillary buds or primordia are formed at the shoot apex in seedlings. The environmental conditions of the seedling stage determine the lateral organs such as male or female flowers in the formation of the next 10–15 nodes. Thus, the performances of genes in the cucumber shoot apexes are particularly significant from a horticulture perspective.

In this study, the miRNAs in cucumber shoot apexes were identified. The expression profiles from short and long photoperiods, low and high temperatures were compared, by a series of small RNA sequencing experiments. The targets of these miRNAs were predicted and proven by degradome sequencing. The expression levels of the predicted targets were also profiled by transcriptome sequencing. Based on these data, the roles of miRNAs on the cucumber adaptation to environmental temperature and photoperiod changes were investigated. A newly evolved cucumber specific novel-miRNA and its evolutionary path were highlighted.

## Results

### sRNA sequencing and miRNA identification

To reveal the roles of miRNAs in plant adaptation to temperature-photoperiod environments, small RNAs were pyrosequenced from the shoot apical tissues of cucumber plants grown in four differential temperature-photoperiod treatments (16 h light at 28 °C /8 h dark at 25 °C, HL; 8 h light at 28 °C /16 h dark at 25 °C, HS; 16 h light at 20 °C /8 h dark at 15 °C, LL; 8 h light at 20 °C /16 h dark at 15 °C, LS). 

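Each treatment had 3 replicates, giving 12 small RNA libraries. The authors deposited the number of tags counted on each mature miRNA in each library, without normalization. Before counting, they removed adapters and low-quality tags and mapped the rest to the cucumber genome. Tags that matched a mature sequence, with mismatches tolerated at the ends but not in the middle, were summed for that miRNA. The table covers 249 miRNAs, of which 68 belong to known families and 181 do not, and all 249 had the same counts as in Tables S4 and S5. The 181 miRNAs outside the known families are abbreviated here as n-mir, followed by the number the paper gives them. The summed miRNA counts per library were 609415–952378 in HL (median 686484), 867768–1423449 in HS (median 1017578), 649767–964332 in LL (median 894422) and 678542–1551482 in LS (median 943026). These counts made up 3.604–8.969% of the 16634520–17659346 clean reads per library in Table S1. Expression was calculated as CPM (counts per 1,000,000 clean reads), the normalization stated in the paper's methods. A floor of 3 counts corresponded to 0.17–0.18 CPM, and it covers counting error only, since the tags carry no molecular identifiers. A fold given as at least a value sets the mean of the other treatment against this floor. It leaves out the spread of that mean, so by itself it does not exclude a smaller change. Between libraries of the same treatment, Pearson's r of the log2 values across miRNAs was 0.973–0.995, and between libraries of different treatments it was 0.963–0.995. Treatments were compared with edgeR's quasi-likelihood test, fitted to all 12 libraries together with the clean reads as library sizes. The 248 miRNAs with at least 10 counts summed over the libraries were tested. A miRNA was counted as differentially expressed when its change was over 2-fold and its unadjusted p was under 0.001, the thresholds of the paper, whose text does not name the test used. The p printed beside single miRNAs are edgeR's Benjamini-Hochberg adjusted p over the 248 miRNAs, since an unadjusted p from 3 replicates rests on the model. The test itself gives no SE. The SE printed beside a miRNA was derived from its log2 change and the F statistic of that test. It is therefore no measure of spread separate from the p. With library sizes scaled by TMM (trimmed mean of M values) in place of clean reads, the median log2 change of all miRNAs moved by 0.23 in HS vs LS, 0.10 in HL vs LL, 0.11 in LL vs LS, 0.12 in HS vs LL and 0.21 in HL vs LS. Libraries with the same replicate number deviated together from their treatment means, with a mean r of 0.259 over 18 pairs of libraries against -0.123 over 36 pairs with different numbers. The second mean is no separate evidence, because deviations from a treatment mean cancel out within the treatment and tie it to the first. With TMM scaling the means were 0.0878 and -0.043. Those values were per 1,000,000 miRNA tags rather than clean reads, so the 1 added before taking log2 also weighed less. Results with the replicate number as a block are therefore given beside those without it for the numbers of calls and for many single miRNAs, but not for all. Where no block is named, a result is from the fit without it.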

The 16 h/8 h and 8-h/16 h of light/dark photoperiods simulated long- and short-day seasons. The 28 °C/25 °C and 20 °C/15 °C conditions were used to simulate the high and low temperature climates, respectively. A total of 209.25 M reads were produced from the 12 samples (four treatments, three biological replicates). Approximately 16.63 ~ 17.65 M high quality clean reads were obtained for each sample (Additional file 1: Table S1). The majority of the tags ranged in size between 18 and 28 nt, with the 24 nt and 21 nt lengths dominating (Additional file 2: Figure S1). The total reads were converted to non-redundant unique tags and then were aligned to GenBank, Rfam and the cucumber genome. The reads annotated as potential miRNAs and those derived from intronic regions and exon antisense regions as well as the unannotated reads were used for miRNA mining based on the secondary structure (hairpin folding) of their precursors and other criteria defined in the Methods section. The miRNA candidates were aligned to all known plant miRNAs in miRBase 21.0, allowing two-base mismatch and a two-nucleotide overhang. The matched miRNAs were termed as known miRNAs and named after their best-match families. The members within the same miRNA family were alphabetical labelled according to their genome location. A total of 68 known miRNA families containing 164 members were identified (Table 1). The largest family was miR7129, which contains 13 members, followed by miR169, which harbours 12 members. Both 5p and 3p miRNAs were detected for 76 precursors, while the remaining 88 precursors had only one mature miRNA for each. Detailed information, including nomenclature, genome location, mfe, sequences and counts of 5p and 3p mature miRNAs, precursor sequences and their secondary structures are listed in (Additional file 1: Table S2). The remaining 203 miRNAs that could not be incorporated into the known families were termed novel miRNAs. Amongst these, 31 novel-mirs were merged into 10 novel families and the other 172 were single copy miRNA genes (Additional file 1: Table S3). Out of these, 19 novel miRNAs contained both 5p and 3p sequences (Table 2).

**Table 1:** Known miRNAs in cucumber shoot tips

miRNA	Family member^a^	Dominant sequence (5p)	count(5p)	Dominant sequence (3p)	count(3p)	Previously identified		
csa-miR156	7	TGACAGAAGAGAGTGAGCAC	407,153	TGCTCACTTCTCTTTCTGTCAGC	128	M	Y	X
csa-miR157	4	TTGACAGAAGATAGAGAGCAC	2,059,132	GCTCTCTATGCTTCTGTCATC	158		Y	X
csa-miR159	1	–	–	ATTGGATTGAAGGGAGCTCC	14	M	Y	X
csa-miR160	3	TGCCTGGCTCCCTGTATGCCA	11,461	GCGTATGAGGAGCCAAGCATA	24,040	M	Y	X
csa-miR162	1	GGAGGCAGCGGTTCATCGACC	318	TCGATAAACCTCTGCATCCAG	3306		Y	X
csa-miR164	5	TGGAGAAGCAGGGCACGTGCA	253,447	CACGTGCTCCCTTTCTCCAAC	1649	M	Y	X
csa-miR166	8	GGAATGTTGTCTGGCTCGAGG	92,459	TCGGACCAGGCTTCATTCCCC	3,561,572	M	Y	X
csa-miR167	6	TGAAGCTGCCAGCATGATCTA	2,016,681	GATCATATGGTAGCTTCACC	34	M	Y	X
csa-miR168	2	TCGCTTGGTGCAGGTCGGGAA	172,731	TCCCGCCTTGCATCAACTGAA	17,238	M	Y	X
csa-miR169	12	AAGCCAAGGATGAATTGCCGG	35,494	GGCAATTCCATTCTTGGCTAAG	511	M	Y	X
csa-miR171	7	TATTGGTCCGGTTCACTCAGA	1589	TGATTGAGCCGCGCCAATATC	4086	M	Y	X
csa-miR172	5	GCGGCATCATCAAGATTCACA	3255	AGAATCTTGATGATGCTGCAT	132,778	M	Y	X
csa-miR390	4	AAGCTCAGGAGGGATAGCGCC	174,310	CGCTATCCATCCTGAGTTTCA	1220	M	Y	X
csa-miR393	3	TCCAAAGGGATCGCATTGATC	146	ATCGTGCGATCCCTTAGGAAT	11	M	Y	X
csa-miR394	2	TTGGCATTCTGTCCACCTCC	1749	AGGTGGGCATACTGCCAATTG	11		Y	X
csa-miR395	4	GTTCCCTTCCAAACACTTCAGA	1	TGAAGTGTTTGGGGGAACTC	33			X
csa-miR396	5	TTCCACAGCTTTCTTGAACTT	223	GCTCAAGATAGCTGTGGGAAA	1433	M	Y	X
csa-miR397	1	TCATTGAGTGCAGCGTTGATG	188	–	–	M	Y	X
csa-miR398	1	GAGTGAACCTGAGAACACAAGA	15,821	TTGTGTTCTCAGGTCACCCCT	105	M	Y	X
csa-miR399	6	GGGCGGATCTTTTTTGGCAGG	239	TGCCAAAAGAGACTTGCCCTG	6739	M	Y	X
csa-miR408	1	GCGGGGAACAGACAGAGCATG	2242	ATGCACTGCCTCTTCCCTGGC	352	M	Y	X
csa-miR477	2	TTCTCTCCCTCAAGGGCTTCGA	324	GAAGCCCACGAGGAGGGGATG	228		Y	
csa-miR530	2	TGCATTTGCACCTACACCTTC	3949	–	–		Y	X
csa-miR827	1	–	–	TTAGATGACCATCAACGAACG	90	M	Y	X
csa-miR860	1	–	–	TCAAAGATTGGACAAAATTAT	12			
csa-miR1038	1	CAATGGTGGAATCGATCAGGC	7	–	–			
csa-miR1041	5	–	–	TTTGTACGGGTGAGAGTGGTCAG	28			
csa-miR1044	3	–	–	TTGAATAATGCATATTTTTTT	7			
csa-miR1120	1	TAAGTATAAGATCGTTTAGAC	14	–	–			
csa-miR1886	1	–	–	TGAAGAAGTAGATGAAGAGTC	170			
csa-miR1888	1	TTATTAAGATTGTTTGAAGAA	7	–	–			
csa-miR2111	2	TAATCTGCATCCTGAGGTTTA	14,800	GTCCTTGGGATGCAGATTATC	39		Y	X
csa-miR2628	1	CTGAAAGAGAAGATGAATAA	14	–	–			
csa-miR2950	1	TTCCATCTCTTGCACACTGGA	6356	TGGTGTGCATGAGATGGAATA	14,275	M	Y	X
csa-miR3512	1	–	–	TCACAAATGAAGACAATAGA	32			
csa-miR3704	1	–	–	GGTGTACGGTGGAGTGGAAAATA	26			
csa-miR4234	1	–	–	CAAATTAAAATCGTGGGCAT	8			
csa-miR4249	3	–	–	TGAATTTGGAGAAGGAGAGTA	18			
csa-miR4383	1	TATTGGAGCATCAGTGAAACGTC	234	–	–			
csa-miR4414	1	AGCTGCTGACTCGTTGGCTCA	716,542	AACCAACGATGCAGGAGCCAA	123			X
csa-miR5041	1	CTTAGAGCAGATGAAGATGAA	20	–	–			
csa-miR5083	1	AGACTACAATTATCTGATCA	1274	–	–			
csa-miR5225	1	CCGCAGGAGAGATGACACCCAC	14	–	–			
csa-miR5242	1	TTGTAGAAATCAAAGATGACA	7	–	–			
csa-miR5337	1	TTAGGAACGGTAGCAATTTGA	16	–	–			
csa-miR5532	1	TGGAATATATGACAAAGGTGG	59	–	–			
csa-miR5667	1	AAAAGAGATCAAATGGATGCC	13	–	–			
csa-miR5671	1	–	–	TATGGTAGTAGACATCGGGTGAC	11			
csa-miR5747	1	TTAGAATACTCATACATACATTA	8	–	–			
csa-miR5751	1	TTGATGTTGATCAATGGATATTT	174	–	–			
csa-miR5760	1	–	–	TGCTTTAGGATTTGTTTAGGAT	6			
csa-miR5788	2	–	–	TGGATGTGAAGACAGCTAGTA	53			
csa-miR6182	1	TGTAGTTGATGGATGGATGCTTT	12	–	–			
csa-miR6257	1	–	–	TCTTAACTAGTTGAATTATGT	9			
csa-miR6300	1	–	–	GTCGTTGTAGTATAGTGGTA	9345			
csa-miR6421	1	TACGATGAGATTGTAAGGGAG	8	–	–			
csa-miR6426	5	–	–	GTAGAGACATGGAAGTGGAGACA	252			
csa-miR6440	1	GAGTTGATCGAATTTCGTAGTTT	14	–	–			
csa-miR7129	13	TCAAATCTAAACGATCGTTTTTC	137	–	–			
csa-miR7499	1	TATATTTTCGGGTTATTTGGGTT	8	–	–			
csa-miR7741	1	–	–	TGTTATTGTGGAAGTTCTTGA	1286			
csa-miR8125	1	CAGGAGAAGAATGTGAAAAGGTA	64	–	–			
csa-miR8608	1	TTTCTACACGATCGTTTGACATG	6	–	–			
csa-miR8657	1	–	–	TCGTAGAAATTGTAGAAGCAGGC	15			
csa-miR8693	2	–	–	AGATGAAAGAGATAGATGAGCAT	30			
csa-miR9408	1	CAACAATCGTCAGGATAGAAAAT	56	–	–			
csa-miR9759	1	TATGAACCAAGGTAGAATTTAAA	37	–	–			
csa-miR9776	1	–	–	TTCGGACGAGGATGTTAACGG	12			
Total	164		5,992,813		3,781,493			

^a^Detailed information including nomenclatures, genome location, mfe, sequences and counts of 5p and 3p mature miRNA, precursor sequences and their secondary structures are listed in Additional file 1: Table S2. M: previously identified in ref [44]; Y: previously identified in ref [43]; X: previously identified in ref [42]

**Table 2:** Novel miRNAs harbouring both 5p and 3p sequences

miRNA	mfe	seq(5p)	count(5p)	seq(3p)	Count(3p)
csa-novel-mir3	− 24.2	ATCAAGTCAGGATGGCCGAGT	44	TCAAGTTCTGGTCTTCGTGA	16
csa-novel-mir7	− 93.1	TTCGACTGCCTATATCTTTCCTT	5	GGAATGATGTAGCATGAAAG	3
csa-novel-mir12	− 56.9	TTTTTAACAGATTAATTGGACA	2207	ACCAAATTGATTTAAGAGGC	8
csa-novel-mir13	− 18.27	TCGAACATAAAGGAACATGAGTT	22	CCATCATGGTTCTTTTGTTTGGAC	2
csa-novel-mir29	− 41.29	AACTACTATTCATTTCAAAAT	1	TTGGAAATGAATAGTAGTTTA	14
csa-novel-mir33	− 47.8	TACAAGTTATGACTTATGAGT	3	TCATAACTTGTAACTTGTCCG	8
csa-novel-mir36	−29.62	TTTTTGTGATTCGTGGATTTTTC	51	AATATCCACGTATTGATGGAAATT	1
csa-novel-mir42	− 58.2	TGAAGTATGAACTGAAAGGAA	29	CCTTTCAATTCATACTTATTT	9
csa-novel-mir54	− 45.1	TCGGTGGTCGTGTGGTTTCAG	22	AATCACACAACCATCGATC	1
csa-novel-mir62	− 60.5	CATGACCAAAATGCGAACTTA	38	AGTTTGTTTTTTGGTCATGTC	1
csa-novel-mir63	− 31.7	TCTTTAATCAACTCAACCAAA	1	TGGTTGAGCTGATTTAAGGAT	9
csa-novel-mir68	− 40.3	TTTAAAAACCATACCAGAATT	6	TTTTGGCATGGTTTTTAAACC	1
csa-novel-mir75	− 43.8	CGGTGGAGCGATGTTCTTGGACT	1	TTCGAGAAGGGCTTGATTGGT	14
csa-novel-mir89	−42.51	TTGCTGCTCATTCGTTAGTTC	37	TCTAACGATGTAGGAGCAATC	238
csa-novel-mir104	− 46.9	TCGGACATCGGCGACTTGGAA	51,816	TTCCAAGTCCACCCATGCCCGC	15,481
csa-novel-mir106	− 149.6	TAGCTGTTAAATATGAAGACGA	32,337	GTCTTCATATTTAACAGCTAAT	37
csa-novel-mir113	−41.1	TCGCAGAAGAGATGGTGCCGT	4628	GGCATCATATCCTCTGCGCAA	322
csa-novel-mir136	− 66.54	AGTCTACTGTTTCATTCTTGA	3	AAGAATGAAACAGTAGACTCA	147
csa-novel-mir141	− 21.9	TTTGACACGAGCACCTGAAAAAT	4188	TTTTCGGTTTCTCGAGTTACGAAC	3

### Comparative expression patterns of miRNAs in the cucumber shoot tips

The expression levels of known and novel miRNAs were profiled based on tag counts. For multiple precursors sharing the same mature miRNA sequences, only one member of the mature miRNA was used for expression profiling. miR166, miR167 and miR157 were the three highest expressed known miRNAs, which had 200,167-485,949, 91,482–378,695 and 68,360–369,907 copies, respectively, in the cucumber shoot apical tissues (Additional file 1: Table S4). 

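In the deposited counts, miR166 ranged from 200167 tags (HL replicate 1) to 485949 (HS replicate 3), miR167 from 91492 (LS replicate 2) to 378695 (LS replicate 1) and miR157 from 68360 (LL replicate 2) to 369907 (HS replicate 3). Together they took 62.5–75.3% of the miRNA counts of a library. The share of miR166 was 28.2–43.0%, that of miR167 13.5–25.2% and that of miR157 10.5–27.6%. The spread between replicates of one treatment was wide. For miR167, the mean was 11700 ± 8908 CPM (SD, n = 3) in LS and 9909 ± 4150 (SD, n = 3) in LL. In the fit without the replicate block, neither miR166 nor miR167 differed between treatments by more than this spread, with a smallest edgeR adjusted p over the 6 comparisons of 0.817 and 0.44 (both HL vs LS). The related miR156 took 1.6–2.73% of the counts.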

The two highest abundant novel miRNAs were novel-mir166 and novel-mir175, which had 7139–10,992 and 4605–8714 copies, respectively (Additional file 1: Table S5). 

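The counts of n-mir166 lay between 7193 (HS replicate 1) and 10992 (LS replicate 2), and those of n-mir175 between 4605 (LS replicate 3) and 8714 (HL replicate 1). Summed over the 12 libraries, n-mir166 had 106853 tags, n-mir106 93357, n-mir271 74953 and n-mir175 74093. The lowest library had 3523 tags of n-mir106 and 2262 of n-mir271, below the lowest library of n-mir175. The mean of n-mir166 was 489 ± 26.9 CPM (SD, n = 3) in HL, 429 ± 30.4 in HS, 583 ± 60.3 in LL and 589 ± 52.5 in LS. For n-mir175 it was 407 ± 94.7, 343 ± 52.8, 349 ± 12.6 and 348 ± 69.6 in the same order.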

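Of the 181 miRNAs outside the known families, 12 had more than 1000 tags in every library, which leaves 10 besides n-mir166 and n-mir175. The counts of these 10 ranged from 1026 to 12905 per library. Of the 181, 64 had fewer than 100 tags summed over all libraries and 43 had no tag in at least 1 library.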

Another 16 novel miRNAs also had more than 1 thousand copies for each samples. The detailed expression levels of the known and novel miRNAs are listed in Additional file 1: Tables S4 and S5.

The expression level between the treatments was compared using normalized tag counts from the three biological replicates. 

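Across the 6 comparisons, 22 miRNAs passed both thresholds in at least 1, comprising 9 of known families and 13 others. By comparison, 10 were called in HS vs LS (2 higher and 8 lower), 10 in HL vs LL (3 higher and 7 lower), 2 in HL vs HS (both lower), 6 in HS vs LL (2 higher and 4 lower) and 17 in HL vs LS (2 higher and 15 lower). At an unadjusted p under 0.001, 0.248 of the 248 tested miRNAs would be expected in each comparison if nothing differed. With Benjamini-Hochberg adjusted p under 0.05 as the limit, the number called in any comparison was 36, the largest move among the alternatives tried. Under the replicate block it was 28, including all 22, and the block gave 14, 13, 3, 7 and 20 calls in the same 5 comparisons. With TMM scaling, the split of higher against lower became 8 to 7 in HS vs LS, 5 to 4 in HS vs LL and 6 to 13 in HL vs LS. Of the 24 miRNAs in Fig. 1, 21 were analysed (8 known and 13 others) and 17 of these were called. n-mir173, n-mir200 and n-mir206 were not analysed here. A change over 2-fold with an edgeR adjusted p under 0.05 in some comparison was found for 19 of the 21.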

A total of 8 known and 16 novel miRNAs were differentially expressed (more than two-fold change, *p* < 10^− 3^) between at least one pair in an environmental comparison (Fig. 1). 

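Expression of miR398 was 154 ± 32.9 CPM (SD, n = 3) in LS and 35.8 ± 5.90 in HS, and 98.0 ± 11.1 in LL and 33.1 ± 4.47 in HL. The log2 change was -2.1 (SE 0.21, edgeR adjusted p = 3.59e-05) in the short photoperiod and -1.57 (SE 0.21, adjusted p = 0.000303) in the long photoperiod. For miR860 it was -1.59 (SE 0.22, adjusted p = 0.000576) and -2.02 (SE 0.23, adjusted p = 0.000131). miR530 fell from 37.8 ± 18.2 in LS to 10.6 ± 2.49 in HS, a log2 change of -1.84 (SE 0.37, adjusted p = 0.00727). In the long photoperiod it went from 21.6 ± 8.56 to 8.17 ± 0.632, a log2 change of -1.4 (SE 0.37, adjusted p = 0.0342), which did not reach the unadjusted limit of 0.001. Its interaction of temperature and photoperiod was 0.44 (adjusted p = 0.937). n-mir87 changed by -2.28 (SE 0.47, adjusted p = 0.00961) and -2.34 (SE 0.48, adjusted p = 0.00942) on the log2 scale, although its LS replicates were far apart at 108, 25.4 and 38.0 CPM. n-mir47 had 12–21 tags per library in LS and 1–5 in HS, a log2 change of -2.83 (SE 0.62, adjusted p = 0.0113). In HL every library had at most 3 tags, and the mean in LL was 3.62-fold above the floor, with the spread in LL left out. The edgeR adjusted p of n-mir47 was 0.0575 in HL vs LL and 0.971 for the interaction. A model with the replicate block gave adjusted p in HS vs LS of 9.83e-05 for miR398, 0.000224 for miR860, 0.00155 for miR530, 0.00298 for n-mir87 and 0.0036 for n-mir47. In HL vs LL the block gave 0.000564 for miR398, 4.4e-05 for miR860, 0.00903 for miR530 (which then passed the limit), 0.00275 for n-mir87 and 0.0277 for n-mir47. In the 6 fits that each left out a library of the 2 treatments, the call in HS vs LS was lost in 1 for miR530, 2 for n-mir87 and 4 for n-mir47, and that of n-mir87 in HL vs LL in 4.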

Among them, three known miRNAs (miR398, miR530, and miR860) and two novel miRNAs (novel-mir47 and novel-mir87) were suppressed by higher temperature in both short and long photoperiod conditions. One known miRNA (miR7741) and six novel miRNAs (novel-mir3, novel-mir14, novel-mir15, novel-mir125, novel-mir140 and novel-mir321) were suppressed by higher temperature in the long photoperiod but did not fulfil the *p*-value cut off level in short-photoperiod conditions. 

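In HL vs LL, miR7741 went from 26.5 ± 9.21 to 10.1 ± 2.04 CPM (SD, n = 3), a log2 change of -1.39 (SE 0.36, edgeR adjusted p = 0.0342), and from LS to HS it changed by -0.91 (SE 0.35, adjusted p = 0.118). n-mir14 changed by -1.66 (SE 0.34, adjusted p = 0.00942) in the long photoperiod and by -1.26 (SE 0.33, adjusted p = 0.0229) in the short one. n-mir15 was under the floor in HL (0–2 tags) and had 5–15 tags in LL, at least 3.5-fold lower (adjusted p = 0.00942). n-mir140 changed by -1.47 (SE 0.40, adjusted p = 0.0366) and n-mir125 by -1.46 (SE 0.47, adjusted p = 0.0666). The change of n-mir3 was -1.27 (SE 0.60, adjusted p = 0.233), with LL replicates at 78.6, 15.4 and 25.5 CPM, a wider spread than the difference. n-mir321 passed both thresholds in both photoperiods, at -1.52 (SE 0.20, adjusted p = 0.000303) in HL vs LL and -1.4 (SE 0.20, adjusted p = 0.000576) in HS vs LS. Of the others, n-mir14 and n-mir15 reached the unadjusted limit of 0.001 in HL vs LL, and each of these 2 calls was lost in 4 of the 6 fits that left out a library of HL or LL. A model with the replicate block gave adjusted p in HL vs LL of 0.00626 for miR7741 (which then passed the limit), 0.00533 for n-mir14, 0.0107 for n-mir15, 0.0214 for n-mir140, 0.026 for n-mir125, 0.206 for n-mir3 and 0.000167 for n-mir321. The interaction with photoperiod was -0.49 for miR7741, -0.41 for n-mir14, -1.34 for n-mir3, -0.21 for n-mir125, 0.12 for n-mir140 and -0.12 for n-mir321. Its adjusted p was 0.937–0.979 for these miRNAs and 0.937 for n-mir15.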

Three known and four novel miRNAs were induced by higher temperature. 

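Of the miRNAs in this group, miR399, miR827, miR8125, n-mir55, n-mir97 and n-mir250 were analysed, and n-mir200 was not analysed here. Averaged over both photoperiods, all 6 were higher at high temperature. Their log2 changes were 2.25 for miR399 (edgeR adjusted p = 0.000354), 0.50 for miR827 (adjusted p = 0.614), 0.92 for miR8125 (adjusted p = 0.000354), 1.36 for n-mir55 (adjusted p = 0.00151), 1.15 for n-mir97 (adjusted p = 0.00799) and 0.99 for n-mir250 (adjusted p = 0.00151). Of these, miR399, n-mir55 and n-mir97 passed both thresholds. The average hides opposite directions for miR827, which was higher in HS vs LS and lower in HL vs LL (adjusted p = 0.635), with 1–3 tags per library in HL and 4 in each library of LL.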

Among these, miR827, novel-mir97 and novel-mir200 were induced specifically in the short photoperiod; miR8125 and novel-mir250 were stimulated only in the long photoperiod, while miR399 and novel-mir55 were significantly up-regulated in both conditions. 

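miR827 rose from 0.569 ± 0.184 CPM (SD, n = 3) in LS to 2.20 ± 1.57 in HS, a log2 change of 1.93 (SE 0.47, edgeR adjusted p = 0.0167), which did not reach the unadjusted limit of 0.001. It did so with TMM scaling (adjusted p = 0.00649) and with the replicate block (adjusted p = 0.00298). n-mir97 rose from 1.13 ± 0.627 to 3.89 ± 1.12, a log2 change of 1.77 (SE 0.39, adjusted p = 0.0113). In the long photoperiod its change was 0.53 (SE 0.39, adjusted p = 0.495), and the interaction was -1.24 (SE 0.55, adjusted p = 0.937). miR8125 went from 41.0 ± 3.86 in LL to 88.5 ± 10.3 in HL, a log2 change of 1.11 (SE 0.19, adjusted p = 0.00241), against 0.73 (SE 0.18, adjusted p = 0.0189) from LS to HS. n-mir250 changed by 1.18 (SE 0.26, adjusted p = 0.0122) and by 0.81 (SE 0.26, adjusted p = 0.0548) in the same comparisons. The interaction did not separate the photoperiods for either, at 0.39 for miR8125 and 0.37 for n-mir250 (adjusted p = 0.937 for both). miR399 changed by 2.43 (SE 0.47, adjusted p = 0.00727) in HS vs LS and by 2.06 (SE 0.46, adjusted p = 0.0135) in HL vs LL. n-mir55 changed by 1.33 (SE 0.36, adjusted p = 0.0251) and 1.39 (SE 0.36, adjusted p = 0.0342). It reached the limit of 0.001 in both comparisons with TMM scaling, and with the replicate block in HL vs LL but not in HS vs LS. A model with the replicate block gave adjusted p of 0.00298 and 0.00626 for miR399 and of 0.0114 and 0.0134 for n-mir55 in these 2 comparisons, 0.0036 for n-mir97 in HS vs LS, and 0.00193 for miR8125 and 0.00622 for n-mir250 in HL vs LL. In the 6 fits that each left out a library of the 2 treatments, calls were lost in 2 for miR399 in HS vs LS and 4 in HL vs LL, in 4 for n-mir97 in HS vs LS and in 5 for n-mir250 in HL vs LL.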

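Between LL and LS, 0 of the 248 tested miRNAs passed both thresholds, while 13 had an unadjusted edgeR p under 0.05. The smallest p was that of miR398, with a log2 change of -0.65 (SE 0.20, edgeR adjusted p = 0.658). The median size of the log2 change over all tested miRNAs was 0.215. A fit with the replicate block called 0 miRNAs as well, with 23 at an unadjusted p under 0.05.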

In low temperatures, no miRNA expression was affected by the photoperiod. However, in high temperatures, two known miRNAs (miR399 and miR827) and three novel miRNAs (novel-mir170, novel-mir173 and novel-mir206) were suppressed by long-day conditions. 

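In HL vs HS, 2 of the tested miRNAs passed both thresholds. miR827 had 1–3 tags per library in HL against 17–67 in HS, at least 12.3-fold lower (edgeR adjusted p = 0.00276). n-mir170 had 0.119 ± 0.0590 CPM (SD, n = 3) in HL, or 1–3 tags per library, and 0.750 ± 0.199 in HS, at least 4.21-fold lower (adjusted p = 0.103), a call lost in each of the 6 fits that left out a library of HL or HS. Both were also called with the replicate block (adjusted p = 0.000182 for miR827 and 0.0819 for n-mir170). miR399 changed by -0.46 (SE 0.44, adjusted p = 0.771, and 0.66 with the replicate block). Its HS replicates were 55.6, 49.8 and 149 CPM and its HL replicates 49.6, 51.4 and 84.2, and without HS replicate 3 its log2 change was 0.23. miR157 went from 16420 ± 4729 in HS to 5089 ± 960 in HL, a log2 change of -1.69 (SE 0.46, adjusted p = 0.211), and did not reach the unadjusted limit of 0.001. It reached it with TMM scaling (adjusted p = 0.0741) and with the replicate block (adjusted p = 0.0819). The interaction of photoperiod with temperature had an adjusted p of 0.937 for miR827, n-mir170 and miR157. n-mir173 and n-mir206 were not analysed here.

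**Figure D1:**
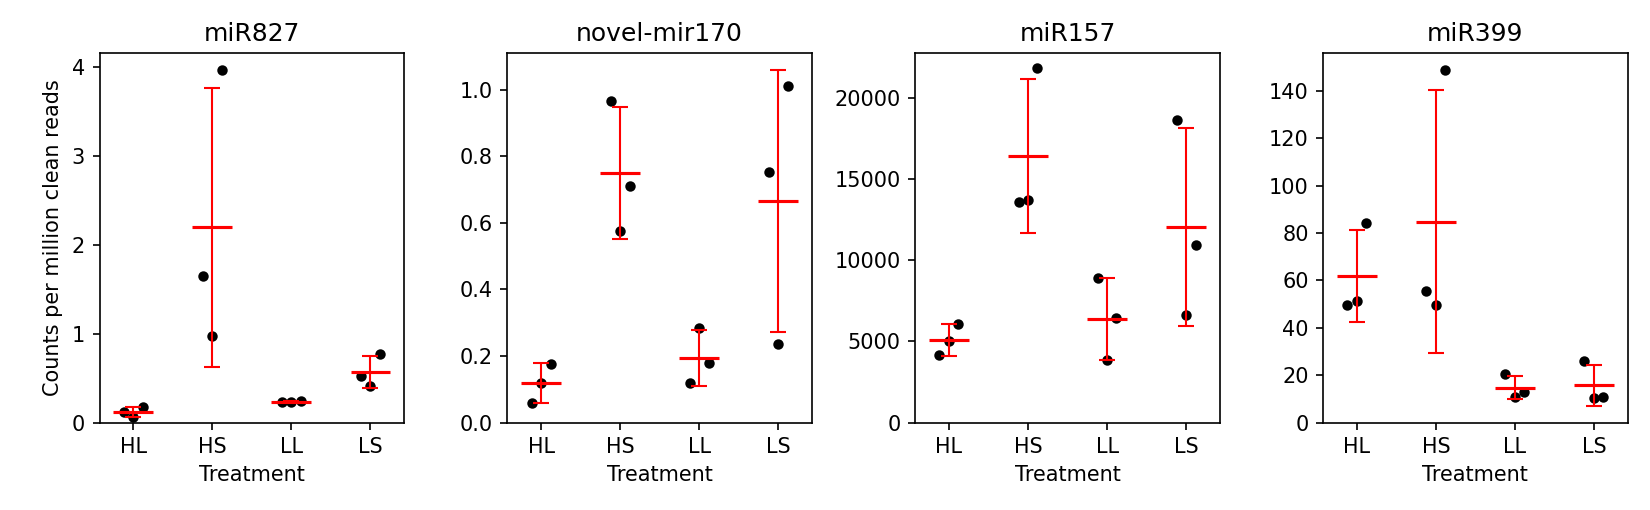
CPM of miR827, n-mir170 (printed with the paper's full name), miR157 and miR399 in the 4 treatments, on axes that start at 0. Black points are single libraries and red marks the mean ± SD of 3 libraries. For miR399, HS replicate 3 lies at 149 and the other HS libraries at 55.6 and 49.8.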

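n-mir51 was rare in all libraries, with 6–21 tags per library in LS, 4–6 in LL, 1–5 in HS and 0–2 in HL. Its mean was 0.899 ± 0.474 CPM (SD, n = 3) in LS, 0.312 ± 0.0624 in LL, 0.153 ± 0.117 in HS and 0.0788 ± 0.0682 in HL. The log2 change was -2.49 (SE 0.62) in HS vs LS and -1.5 (SE 0.55) in LL vs LS. All HL libraries were at or under the floor of 3 counts, and the mean in LL was 1.75-fold above that floor. This value leaves out the spread in LL (4–6 tags), so a smaller change in HL vs LL is not excluded. No fold is given between HL and HS.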

Interestingly, one novel miRNA (novel-mir51) was down-regulated by both high temperature and long photoperiod considering the fold-changes. However, neither of them fulfilled the *p*-value < 10^− 3^ cut off level. 

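The edgeR adjusted p of n-mir51 was 0.0167 in HS vs LS, 0.203 in HL vs LL, 0.661 in LL vs LS and 0.773 in HL vs HS, and none of these 4 comparisons reached the unadjusted limit of 0.001. The replicate block gave adjusted p of 0.00825, 0.13, 0.374 and 0.658, and with it HS vs LS reached the limit. The interaction of temperature and photoperiod had an adjusted p of 0.979.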

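Between HL and LS, n-mir51 was at least 5.05-fold lower (edgeR adjusted p = 0.00534), and the replicate block gave an adjusted p of 0.00222. The call was lost in 5 of the 6 fits that left out a library of HL or LS.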

When comparing the high-temperature, long-photoperiod to low-temperature, short-photoperiod conditions, both the fold-change and the *p*-value were improved to being past the cut off level. 

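The log2 changes of HS vs LL correlated with those of HS vs LS across the 248 tested miRNAs, with Pearson's r of 0.707 and Spearman's rho of 0.721. With those of HL vs LL, r was 0.609 and rho 0.626. These correlations are across miRNAs, which are not independent replicates, and each pair of comparisons shares 3 libraries, which raises the correlation by itself. Over the 21 Fig. 1 miRNAs analysed, r was 0.934 with HS vs LS and 0.753 with HL vs LL. The paper chose these miRNAs for changes in the same libraries, so r over them is no independent check. Of the 6 miRNAs called in HS vs LL, 4 were also called in HS vs LS and 4 in HL vs LL.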

When comparing the high-temperature, short-day condition (as often happens in natural light greenhouses in the winter season) to the low-temperature, long-day condition (as often happens in low latitude and high elevation regions), the miRNA expression resembled that of the high vs. low temperature in the short-day condition. Comparison of the high-temperature, long-day condition with the low-temperature, short-day condition resembled the summer vs. winter season, showing similar miRNA expression patterns to high vs. low temperature in the long-day condition.

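Across the tested miRNAs, the log2 changes of HL vs LS had a Pearson's r of 0.763 (Spearman's rho 0.816) with those of HL vs LL and of 0.695 (rho 0.681) with those of HS vs LS. Over the Fig. 1 miRNAs the values of r were 0.941 and 0.790. Of the miRNAs called in HL vs LS, 9 were also called in HL vs LL and 9 in HS vs LS. For the pair of comparisons without a shared library, HS vs LS and HL vs LL, r was 0.418 and rho 0.534, and over the Fig. 1 miRNAs 0.826 and 0.862. All values over the Fig. 1 miRNAs rest on a list chosen for changes in these libraries, so they are no independent check.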

**Fig. 1:**
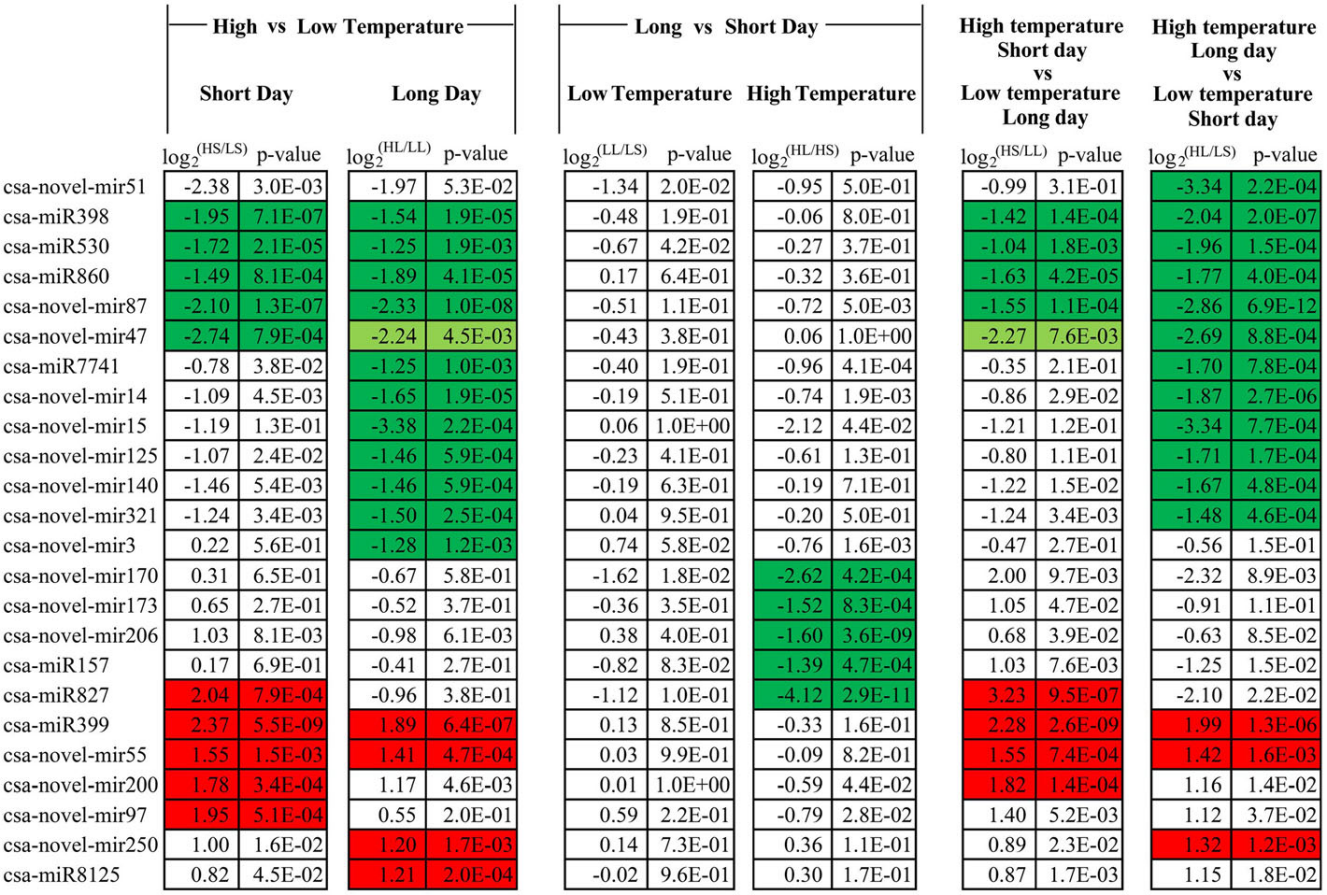
Differentially expressed miRNAs. HS, high temperature, short day; LS, low temperature, short day; HL, high temperature, long day; LL, low temperature, long day. The red shading indicate up-regulated expression; the green shadows indicate down-regulated expression; and the light green shadows indicate down-regulated expression with *p*-value slightly exceeding the 1E-3 level

### Target prediction by degradome analysis

Using the psRobot [45] miRNA target prediction tool, 2027 and 6423 targets were assigned to the 66 known and 184 novel miRNAs (Additional file 1: Tables S6 and S7). Using another tool, TargetFinder [46], we predicted 2775 targets for known miRNAs and 8291 targets for novel miRNAs (Additional file 1: Tables S8 and S9). Assignments of 1007 of the known miRNA targets and 3604 of the novel miRNA targets were the same between the two methods (Additional file 1: Tables S10 and S11).

In plants, miRNAs function mainly by degrading their target mRNAs. Thus, we performed a degradome sequencing analysis to validate the miRNA targets. A total of 17.05 M clean tags were generated from the mixed samples of cucumber shoot tips cultivated in the four temperature-photoperiod conditions. 

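A degradome library sequences the 5' ends of cleaved RNAs, so a tag that starts at the position opposite the middle of a miRNA marks a cut. Shoot tips of all 4 treatments were mixed into 1 library, so the values have no replicates. The authors' processed table for this library gives the number of copies of each tag, which they aligned with SOAP. The part analysed here holds 5359 tags of 47 nt with 263397 copies in all, annotated by the authors with matches to RNA records. By class, rRNA accounted for 2349 tags with 95.2% of the copies, tRNA for 694 tags with 1.28%, other non-coding RNA for 34 tags with 0.06% and other records for 2282 tags with 3.44%. The largest tag had 200601 copies (76.2%) and the 10 largest tags held 89.1%, while 3433 tags (64.1%) were seen once. None of the tags carried a cucumber gene identifier (0 of 5359), and cut sites on mRNAs were not analysed here.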

Among them, 12.34 M (72.38%) tags were mapped to the reference cucumber (Chinese Long) genome (*Cucumis sativus* L. var. *sativus* cv. 9930 _v20) [47]. A total of 7.70 M (45.13%) tags were mapped to cDNA sense chains and were used for target prediction. A total of 349 mRNAs (394 target sites) were identified as miRNA targets, including 102 genes targeted by 37 known miRNA families and 256 genes targeted by 45 novel miRNAs. Amongst these, novel-mir153 had 232 targets on 201 genes. The cut sites are shown in (Figs. 2, 3 and 4) and the annotation of the targets are list in (Additional file 1: Table S12). A large proportion of miRNAs, including 31 known and 137 novel, had no targets detected, possibly due to the target mRNAs being expressed at low levels that the cut ends were not detected by our pipeline.

**Fig. 2:**
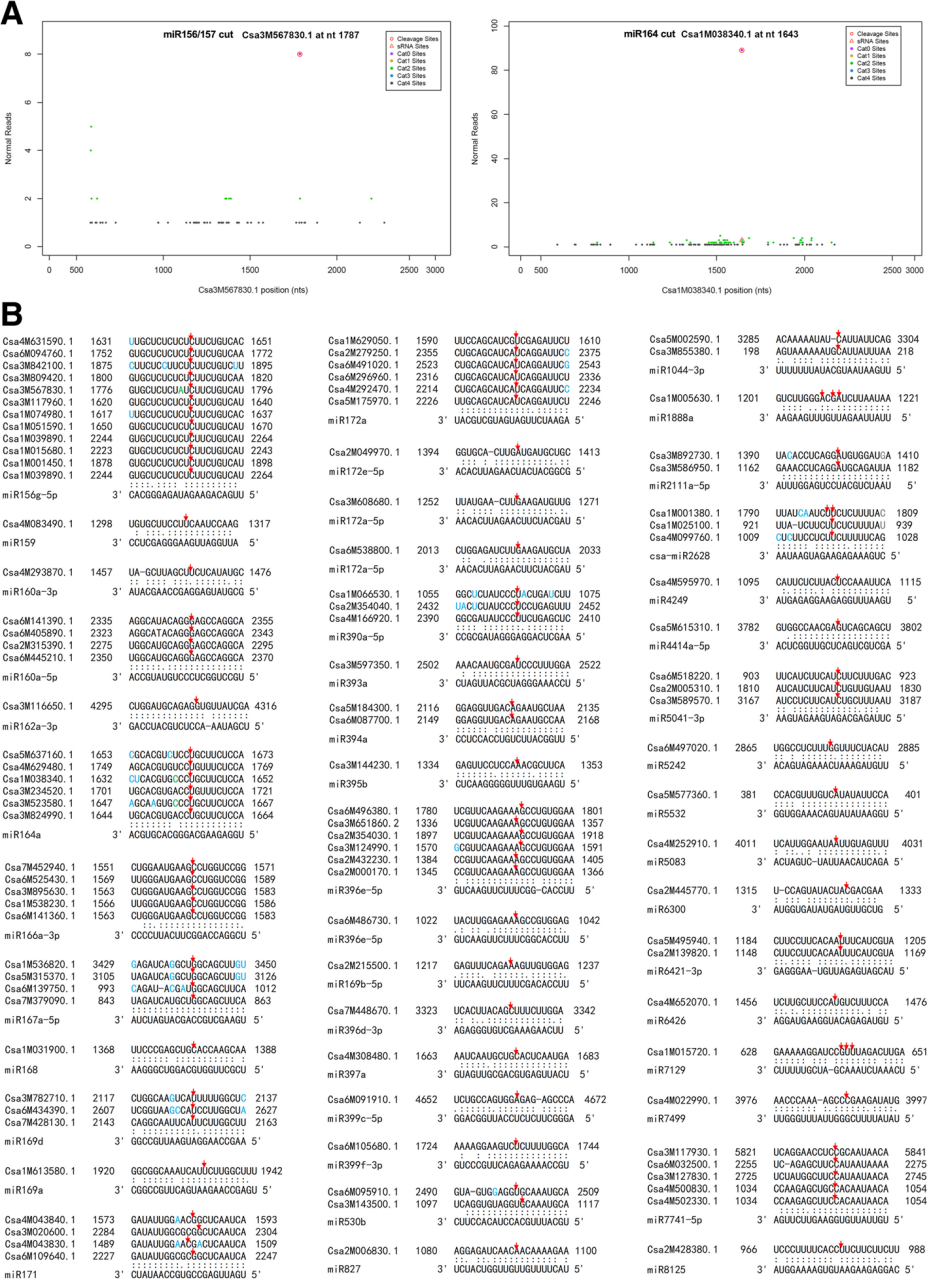
Degradome proven targets of known miRNAs. **a** Cleavage site plots of two typical targets. **b** Pairing of the known miRNAs with the mRNA target sites. The red arrows indicate the cut sites, the differential bases within a group are marked in blue

**Fig. 3:**
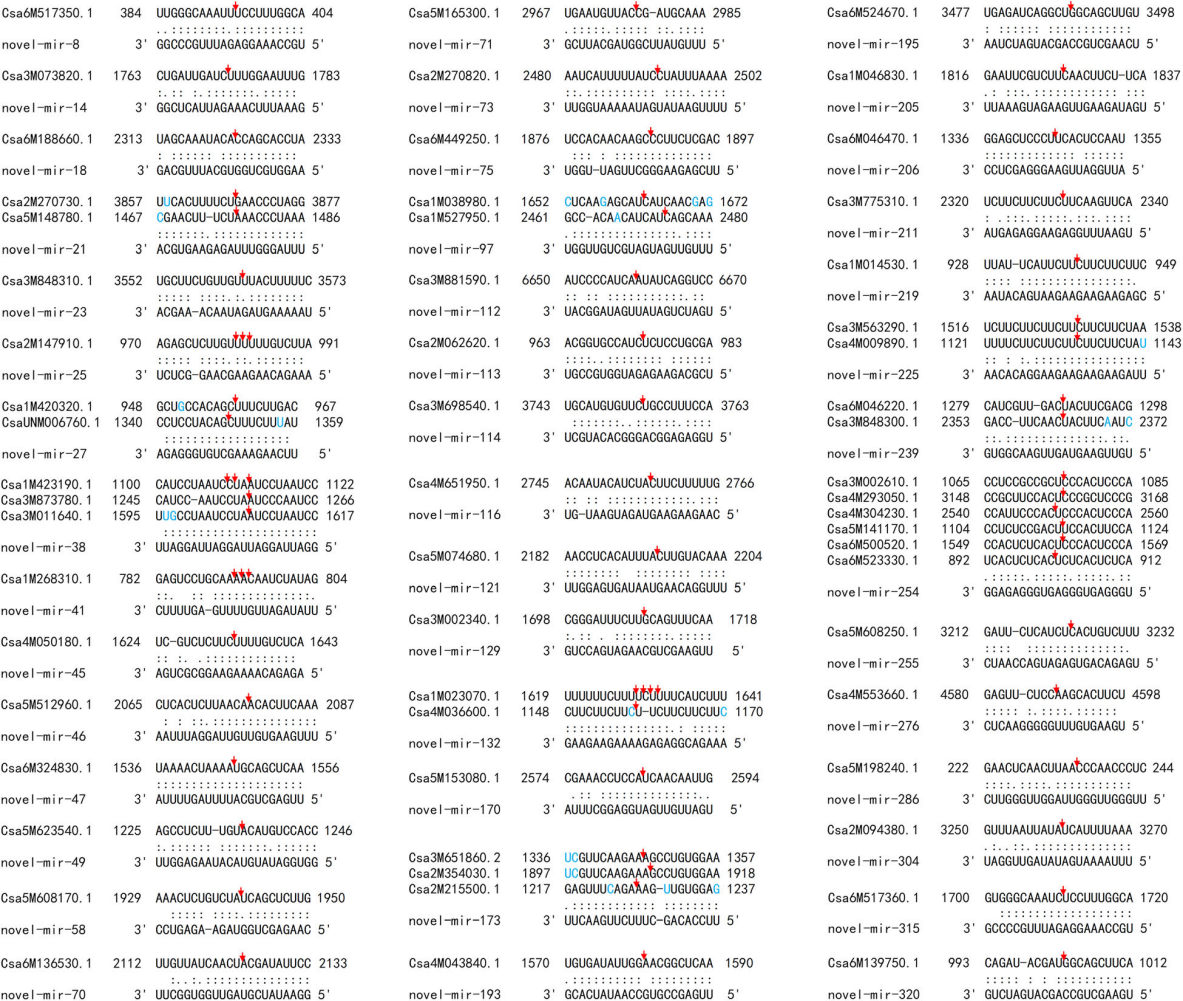
Pairing of the novel miRNAs (except novel-mir153) with the mRNA target sites. The red arrows indicate the cut sites, the differential bases within a group are marked in blue

**Fig. 4:**
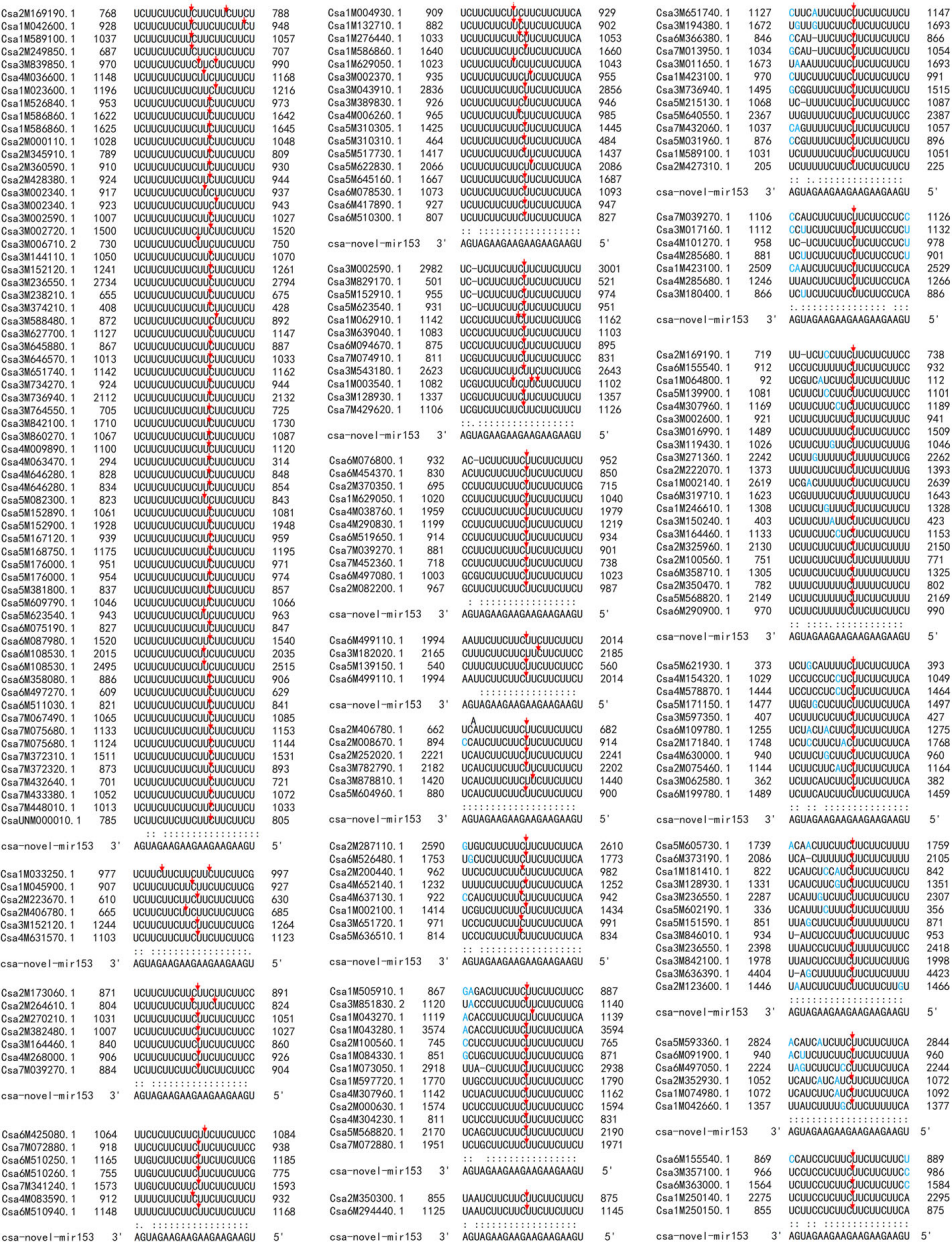
Pairing of the novel-mir153 with its mRNA target sites. The red arrows indicate the cut sites, the differential bases within a group are marked in blue

The targets were classified by gene ontology (GO) annotation, with the top two terms being “metabolic process” and “cellular process” in the “biological process” cluster. “Cell” and “organelle” were the two most common “cellular component” targets. “Binding” and “catalytic activity” were the two most common terms in the “molecular function” cluster. The “cellular nitrogen compound biosynthetic process”, “macromolecule biosynthetic process”, “aromatic compound biosynthetic process”, “translation”, “gene expression”, “nucleic acid binding” and “binding” were the over-represented GO terms for the targets (Fig. 5, Additional file 1: Table S13). These targets were further categorized by KEGG, and the “Plant hormone signal transduction” pathway was the only significantly over-represented pathway (Additional file 1: Table S14). Among the 629 genes of this pathway, 27 were predicted as targets of miRNAs in cucumber shoot tips.

**Fig. 5:**
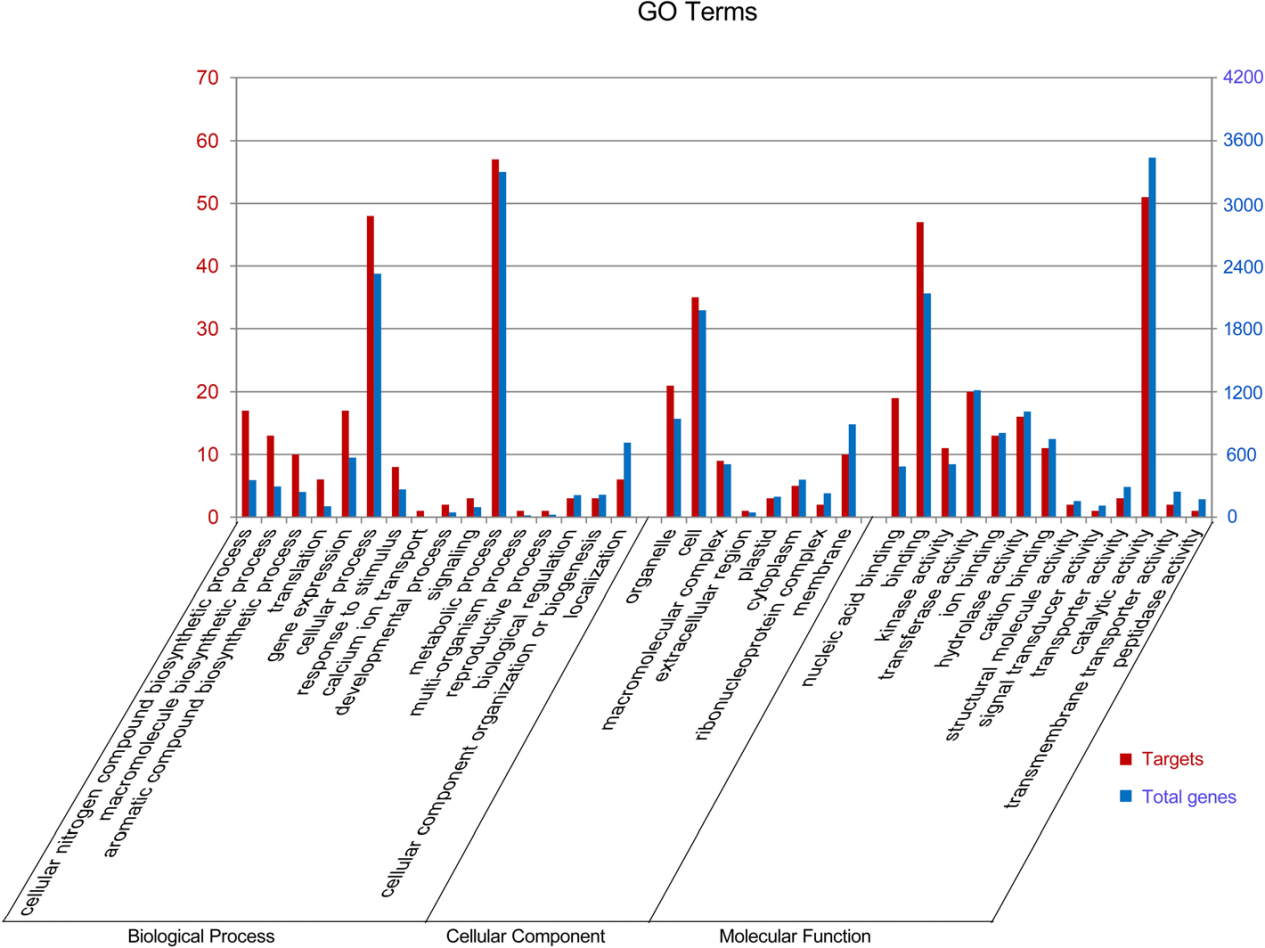
GO annotation of targets of miRNAs

### Target expression profiles based on transcriptome sequencing

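Expression was measured in 12 mRNA libraries, with 3 replicates for each of HL, HS, LL and LS. The authors deposited FPKM values (fragments per kilobase of transcript per 1,000,000 mapped fragments) for 21221 genes. They had aligned paired-end reads to the reference genes of cucumber. The paper's text does not name the aligner. Depth as counts is unknown from FPKM, so no floor is given. The FPKM of a library summed to 911598–951069, and the median over all 21221 genes was 15.4–17.4. Between libraries of the same treatment, Pearson's r of log2(FPKM + 1) across genes was 0.967–0.977, and between treatments 0.942–0.974. No pair of libraries held identical values. Treatments were compared with limma, with a trended variance, on log2(FPKM + 1) in all 12 libraries together. The 18655 genes with an FPKM of at least 1 in at least 3 libraries were tested. A gene was counted as differentially expressed when the ratio of the mean FPKM was over 2 in either direction, as in the paper, and its Benjamini-Hochberg adjusted p was under 0.05. The paper's second criterion is a probability over 0.8, for which its text names no tool. Log2 changes on the log2(FPKM + 1) scale understate the change of low genes.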

To profile the expression of the targets, a transcriptome sequencing project was performed using the same samples as those used for miRNA sequencing. A total of 25.35–27.60 M clean reads were generated from each of the 12 samples (three biological replicates for four treatments). For each sample, 19,045–19,242 genes were expressed (Additional file 1: Table S15). 

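In the deposited table, the number of genes with an FPKM above 0 ranged from 19045 (HL replicate 1) to 19242 (HS replicate 3). With an FPKM of at least 1, it ranged from 17675 (LS replicate 1) to 17945 (HS replicate 1).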

A total of 544 genes were differentially expressed between at least one pair of the six comparisons. 

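In total, 1333 genes passed both criteria in at least 1 of the 6 comparisons. HS vs LS gave 803 genes (579 higher and 224 lower), HL vs LL 395, HL vs HS 101 (25 higher and 76 lower), LL vs LS 6 (3 higher and 3 lower), HS vs LL 543 (421 higher and 122 lower) and HL vs LS 773 (439 higher and 334 lower). The number depended most on the fold threshold, since 4645 genes had an adjusted p under 0.05 in some comparison when none was set. With FPKM scaled to the same median in every library, the split was 483 higher and 298 lower in HS vs LS and 349 higher and 176 lower in HS vs LL. Averaged over the photoperiods, the gene with the smallest p among those that rose at high temperature was Csa6M006890.1, at 109 ± 17.9 FPKM (SD, n = 3) in HS and 46.8 ± 9.04 in HL against 5.86 ± 0.250 in LS and 4.95 ± 0.455 in LL (limma adjusted p = 2.14e-09). Csa4M028470.1 was the first among those that fell, at 3.37 ± 0.723 in HS and 1.25 ± 0.737 in HL against 69.2 ± 4.78 in LS and 28.5 ± 2.16 in LL (limma adjusted p = 9.52e-09). The files do not pair these identifiers with gene names.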

The expression levels of the target genes were extracted from the transcriptome data. 

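The 14 target genes of Fig. 6 were looked up in the FPKM table. Of these, 13 passed the criteria in at least 1 comparison when p was adjusted over all tested genes, and all 14 did when it was adjusted over the 14 alone. The list holds the paper's own calls on these libraries, so the second count shows no stability. Under the alternatives 10–14 genes were called, with 10 when FPKM were scaled to equal medians and without HS replicate 1, LL replicate 2 or LS replicate 2. The gene that was not called was Csa5M167120.1 (ethylene-responsive transcription factor).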

Amongst these, 14 targets of six miRNAs were differentially expressed among at least one pair of comparison. 

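The 3 SBP-box genes targeted by miR156/157 were lower at high temperature. Csa3M567830.1 had 86.7 ± 4.86 FPKM (SD, n = 3) in LS, 47.4 ± 4.79 in HS, 108 ± 4.21 in LL and 64.5 ± 6.71 in HL, and Csa3M809420.1 had 67.1 ± 1.25, 39.6 ± 2.38, 87 ± 6.36 and 64.6 ± 7.44 in the same order. Both passed 2-fold only between HS and LL, with log2 ratios of -1.19 (limma adjusted p = 1.3e-05) and -1.14 (limma adjusted p = 1.79e-05). Csa1M051590.1 had 61.8 ± 10.9, 29.0 ± 2.90, 54.2 ± 3.65 and 40.1 ± 8.06, with a log2 ratio of -1.09 in HS vs LS (limma adjusted p = 0.000696) and -0.43 in HL vs LL (limma adjusted p = 0.113). Its interaction of temperature and photoperiod was 0.61 (limma adjusted p = 0.433). Csa1M038340.1, a NAC domain gene targeted by miR164, had a log2 ratio of -1.11 in HL vs LL (limma adjusted p = 0.00894) and -0.45 in HS vs LS (limma adjusted p = 0.12), with an interaction of -0.57 (limma adjusted p = 0.604). It also passed both criteria in HL vs HS, with a log2 ratio of -1.04 (limma adjusted p = 0.0416), and in HL vs LS, with -1.49 (limma adjusted p = 0.00066). Csa1M038980.1, a glycoside hydrolase 79 gene targeted by n-mir97, passed 2-fold between HS and LL, with a log2 ratio of 1.01 (limma adjusted p = 0.000247), and had 0.91 in HS vs LS and 0.50 in HL vs LL. This call is lost when FPKM are scaled to equal medians and in 3 of the 6 fits that left out a library of HS or LL. Csa1M023070.1, targeted by n-mir132, had 704 ± 161 FPKM in LS and 1835 ± 432 in HS, a log2 ratio of 1.38 (limma adjusted p = 0.00171), against 0.34 in HL vs LL (limma adjusted p = 0.439) and an interaction of -1.04 (limma adjusted p = 0.381).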

There were seven targets (one target of novel-mir97, one target of novel-mir132 and five targets of novel-mir153) were up-regulated and the six targets (three targets of miR156/157, one target of miR164 and two targets of novel-mir153) were down-regulated by high temperature, respectively. 

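Csa4M500830.1, a phloem protein 2-like gene targeted by miR7741, had 47.7 ± 6.61 FPKM (SD, n = 3) in HS and 23.6 ± 9.87 in HL, with HL replicates at 17.8, 35.0 and 18.1. The log2 ratio of HL vs HS was -1.01 (limma adjusted p = 0.0441), and the call is lost with a pseudocount of 0.1, without a filter on low values, with FPKM scaled to equal medians, with the replicate block and in 5 of the 6 fits that left out a library of HL or HS. LL vs LS gave 26.1 ± 3.90 against 44.7 ± 6.68, a log2 ratio of -0.78 (limma adjusted p = 0.337). Averaged over both temperatures the change on the log2(FPKM + 1) scale was -0.90 (limma adjusted p = 0.0158), and the interaction was -0.29 (limma adjusted p = 0.843).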

One gene targeted by miR7741 were down-regulated by long-day condition (Fig. 6, Additional file 1: Table S16). Amongst, novel-mir153 targeted to seven genes, which composed 50% of the total differentially expressed targets. However, the expression of novel-mir153 among the treatments displayed more than two-fold changes but did not reach the *p*-value< 10^− 3^ cut-off level. 

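Of these 7 genes, 6 passed the criteria here. The dehydrin gene Csa6M358710.1 had 376 ± 130 FPKM (SD, n = 3) in LS and 187 ± 23.3 in HS, a log2 ratio of -1.01 (limma adjusted p = 0.0111), a call lost in 2 of the 6 fits that left out a library of HS or LS. Its ratio in HL vs LL was -0.46 (limma adjusted p = 0.299), and the interaction was 0.53 (limma adjusted p = 0.687). Csa6M109780.1, which encodes an unknown protein, had 162 ± 28.9 FPKM in LL and 57.4 ± 3.63 in HL, a log2 ratio of -1.5 (limma adjusted p = 0.000746), and -0.98 in HS vs LS (limma adjusted p = 0.0058). Csa6M290900.1, also of unknown function, rose from 7.96 ± 1.14 in LL to 22.0 ± 1.57 in HL, a log2 ratio of 1.47 (limma adjusted p = 0.017), a call lost in 2 of the 6 fits that left out a library of HL or LL. From LS to HS it went from 11.4 ± 4.87 to 15.0 ± 4.90 (limma adjusted p = 0.356), with an interaction of 0.96 (limma adjusted p = 0.558).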

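n-mir153 had between 1 and 16 tags in each library, close to the floor of 3. Its mean was 0.427 ± 0.436 CPM (SD, n = 3) in LS, 0.348 ± 0.157 in HS, 0.626 ± 0.0757 in LL and 0.158 ± 0.123 in HL. The log2 change in HL vs LL was -1.94 (SE 0.71, edgeR adjusted p = 0.108) and in HL vs LS -1.4 (SE 0.76, adjusted p = 0.24). Fitted with the replicate block, the adjusted p was 0.0446 and 0.172. In HS vs LS the change was -0.30 (SE 0.65, adjusted p = 0.881), and the interaction was -1.63 (SE 0.98, adjusted p = 0.937).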

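miR164 had 1264 ± 1085 CPM (SD, n = 3) in LS, 1342 ± 436 in HS, 1235 ± 575 in LL and 1160 ± 314 in HL. Its largest log2 change in the 6 comparisons was -0.21 (HL vs HS, SE 0.53, edgeR adjusted p = 0.894). n-mir132 had 0–2 tags in every library, under the floor of 3 counts, so no difference in its expression was detectable at this depth.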

The accumulation of miR164 and novel-mir132 showed no significant different. Only three miRNAs, including miR156/157, miR7741, and cas-novel-mir97, were differentially expressed simultaneously with their targets (Additional file 1: Table S16).

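The expression of miR7741 and of its target Csa4M500830.1 was correlated across the 12 libraries, matched by treatment and replicate number, with Pearson's r of 0.397 (permutation p = 0.204) and Spearman's rho of 0.378 (permutation p = 0.225). For n-mir97 and Csa1M038980.1, r was 0.758 (permutation p = 0.00448, adjusted p = 0.0627 over the 14 pairs of Fig. 6) and rho 0.776 (permutation p = 0.00411, adjusted p = 0.0575). Without the 2 libraries farthest from the median of the miRNA, r was 0.551 (permutation p = 0.102) for miR7741 and 0.696 (permutation p = 0.0276) for n-mir97. On deviations from the treatment means the sign changed, with r of -0.277 (permutation p = 0.336) for miR7741 and -0.349 (permutation p = 0.329) for n-mir97, so neither relation held within treatments. With TMM scaling the adjusted p of n-mir97 was 0.0462.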

**Fig. 6:**
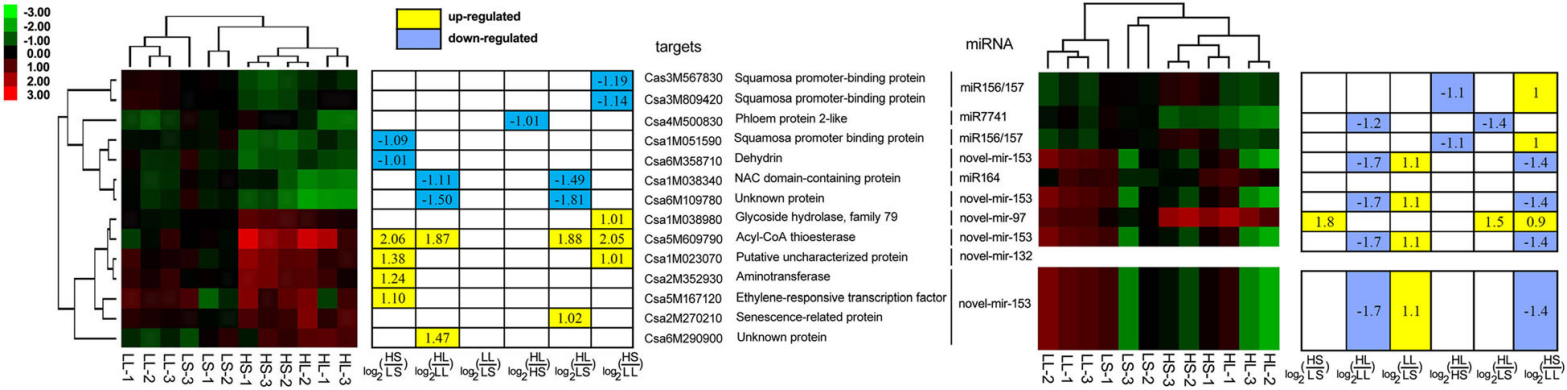
Heat maps of differentially expressed targets and their miRNAs

### miRNA-target modulating the adaptation to temperature-photoperiod changes

The roles of the miRNA-target network in modulating the plant adaptation to temperature-photoperiod changes were investigated based on the functional annotations of the expressional affected miRNAs and targets. Of the 24 temperature and photoperiod affected miRNAs, 12 have 32 targets detected by degradome analysis (Additional file 1: Table S17). Five out of the 32 targets were differentially expressed (Additional file 1: Table S17). However, only miR156/157 and its three *SBP-box* targets have shown negative correlated expression pattern (Fig. 7a). 

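For miR157, whose counts stand for miR156/157, r with Csa3M809420.1 across the 12 libraries was -0.628 (permutation p = 0.0304, adjusted p = 0.213 over 14 pairs) and rho -0.615 (permutation p = 0.0373, adjusted p = 0.261). With Csa3M567830.1, r was -0.448 (permutation p = 0.142) and rho -0.420 (permutation p = 0.177). With Csa1M051590.1, r was -0.367 (permutation p = 0.237) and rho -0.301 (permutation p = 0.345). The adjusted p of r was 0.331 for both. Without the 2 libraries farthest from the median of miR157, the values of r were -0.624 (Csa3M809420.1), -0.435 (Csa3M567830.1) and -0.431 (Csa1M051590.1). On deviations from the treatment means they were -0.101, -0.251 and -0.439, with permutation p of 0.725, 0.395 and 0.233. With TMM scaling r was -0.712 with Csa3M809420.1 (permutation p = 0.0107, adjusted p = 0.0747), -0.545 with Csa3M567830.1 (adjusted p = 0.251) and -0.478 with Csa1M051590.1 (adjusted p = 0.305). The correlations were negative in each case but not past 0.05 after adjustment, and none was past 0.05 within treatments.

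**Figure D2:**
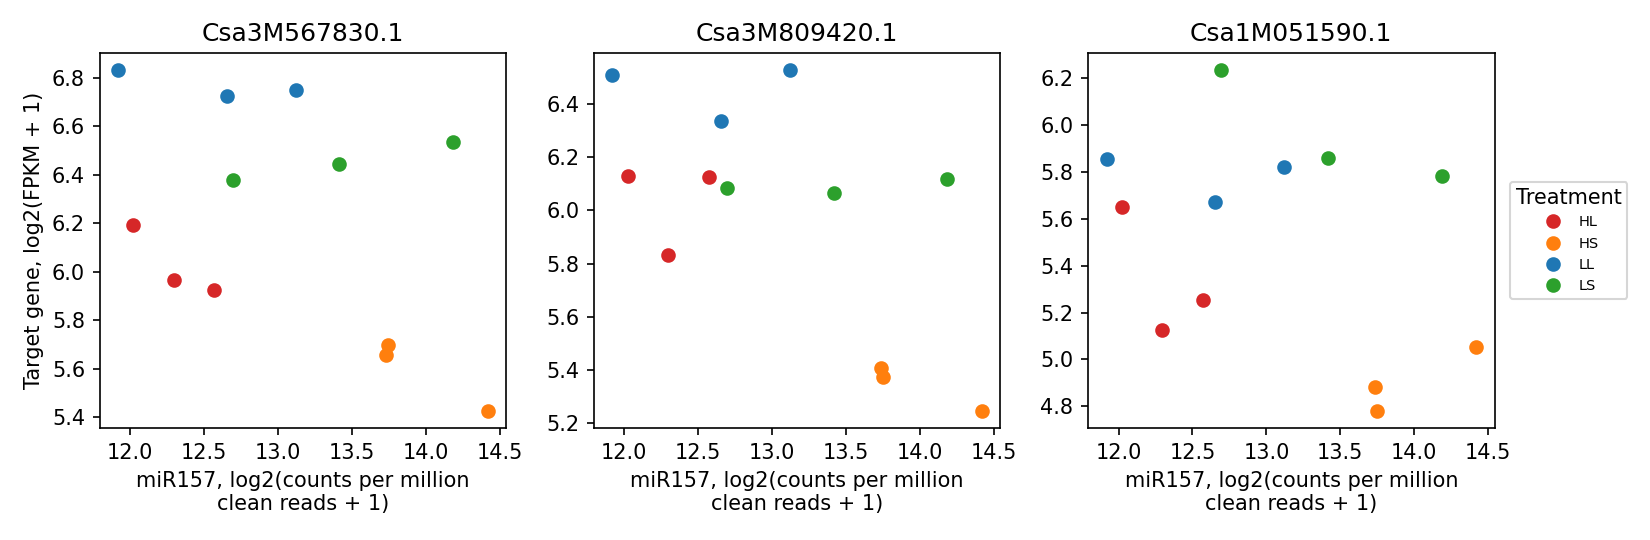
Expression of the 3 SBP-box genes, as log2(FPKM + 1), against miR157, as log2(CPM + 1), in the 12 libraries. Each point is a library, coloured by treatment. Pearson's r is -0.448 for Csa3M567830.1, -0.628 for Csa3M809420.1 and -0.367 for Csa1M051590.1.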

MiR156/157 is well studied and negatively controls plant juvenile to adult phase changes, flowering, and other developmental processes via *SBP-box* targets [29, 48, 49]. 

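In the long photoperiod at high temperature, miR157 had a log2 change of -1.69 against the short photoperiod (SE 0.46, edgeR adjusted p = 0.211), and miR156, the smaller member of the pair in these counts, of -0.73 (SE 0.41, edgeR adjusted p = 0.698). This change of miR157 passed both thresholds with TMM scaling (edgeR adjusted p = 0.0741) and with the replicate block (edgeR adjusted p = 0.0819), but not without them. At low temperature the changes of miR157 and miR156 were -0.91 (SE 0.45, edgeR adjusted p = 0.873) and -0.56 (SE 0.41, edgeR adjusted p = 0.943). In each same-numbered pair miR157 was lower in LL than in LS, at 8908 against 18620, 3871 against 6619 and 6442 against 10920 CPM. These p are from the fit without the replicate block, so they do not rule out a lower level of miR157 in LL. No miRNA passed both thresholds in LL vs LS with the block. The SBP-box gene Csa3M809420.1 was higher in HL vs HS by a log2 ratio of 0.71 (limma adjusted p = 0.00499), Csa3M567830.1 by 0.44 (limma adjusted p = 0.0505) and Csa1M051590.1 by 0.47 (limma adjusted p = 0.198). At low temperature the log2 ratios of LL vs LS were 0.38 (limma adjusted p = 0.253), 0.32 (limma adjusted p = 0.365) and -0.19 (limma adjusted p = 0.86). The interaction of Csa3M809420.1 was 0.32 (limma adjusted p = 0.549). Developmental stage was not measured in these libraries.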

By down-regulation of miR156/157, the long-day condition promoted the juvenile to adult phase changing, flower initiation and other developmental and metabolic processes in cucumber.

**Fig. 7:**
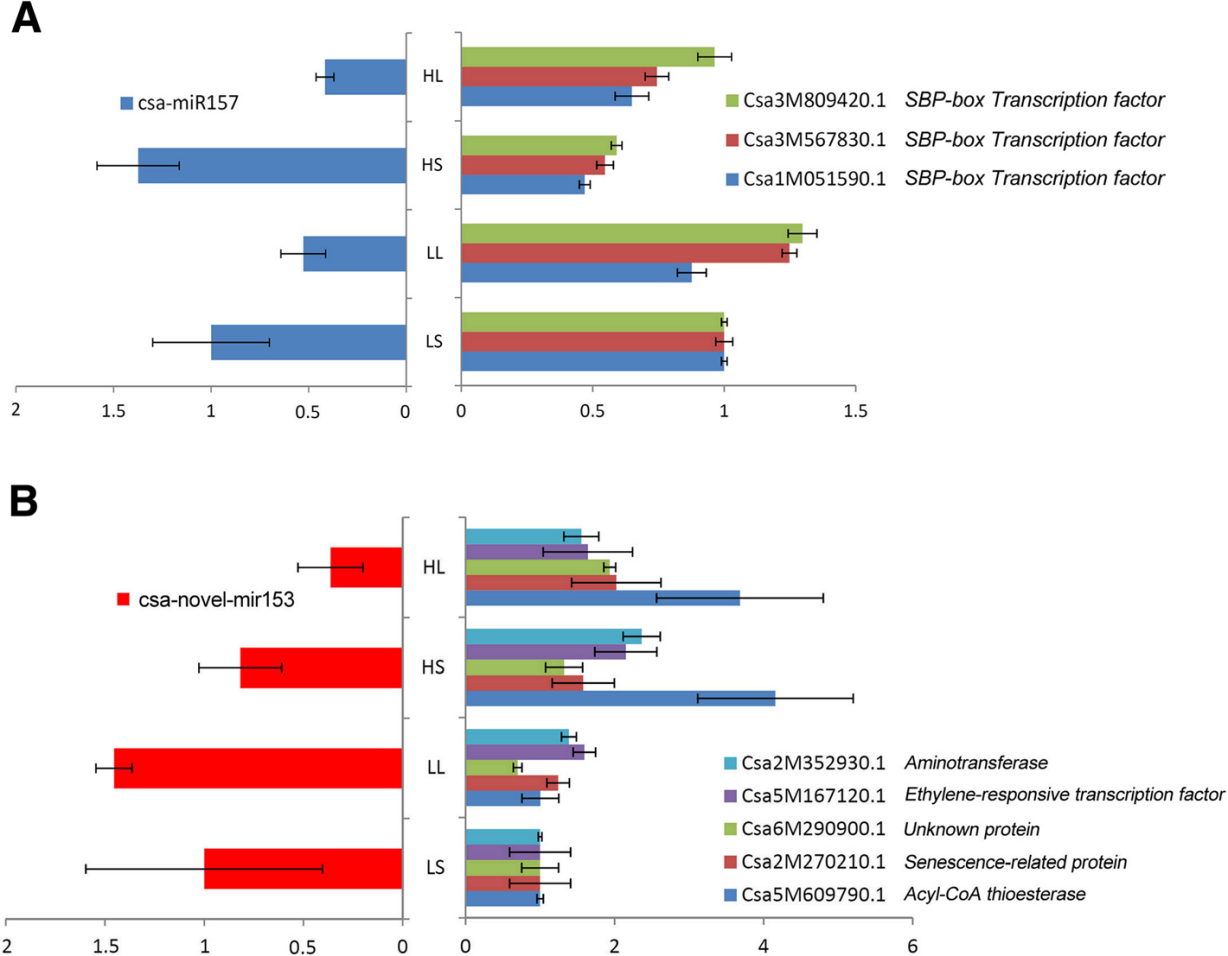
Negative correlation pattern of miRNAs and targets

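The correlation of n-mir153 with the 5 target genes that the paper lists as induced by high temperature was computed across the 12 libraries. Pearson's r was -0.527 (permutation p = 0.0783) with Csa2M270210.1, -0.433 (permutation p = 0.159) with Csa6M290900.1, -0.408 (permutation p = 0.187) with Csa5M167120.1, -0.384 (permutation p = 0.215) with Csa5M609790.1 and -0.0354 (permutation p = 0.913) with Csa2M352930.1. Spearman's rho was -0.552, -0.448, -0.420, -0.378 and -0.0210 in the same order, with permutation p of 0.066, 0.147, 0.176, 0.225 and 0.956. Adjusted over 14 pairs, p was 0.331 for the first 4 and 0.913 for Csa2M352930.1. Without the 2 libraries farthest from the median of n-mir153, r was -0.441, -0.420, -0.198, -0.110 and 0.241. On deviations from the treatment means it was -0.354, 0.265, -0.710, 0.116 and 0.273, with permutation p of 0.25, 0.713, 0.0672, 0.652 and 0.28. Across the 4 treatment means r was -0.686, -0.975, 0.0543, -0.732 and -0.207, so for Csa5M167120.1 the negative sign came from differences within treatments.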

Though did not achieve the significantly different cut-off level, the expression of novel-mir153 among the treatments displayed negative correlation pattern with its five high-temperature induced targets (Fig. 7b). These targets include an aminotransferase, an ethylene-responsive transcription factor, a senescence-related protein and an acyl-CoA thioesterase coding gene. 

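The aminotransferase gene Csa2M352930.1 had 9.79 ± 0.419 FPKM (SD, n = 3) in LS and 23.1 ± 4.23 in HS, a log2 ratio of 1.24 (limma adjusted p = 0.00175), and 13.6 ± 1.70 in LL and 15.2 ± 3.97 in HL, a log2 ratio of 0.16 (limma adjusted p = 0.751). Its interaction was -1.02 (limma adjusted p = 0.289). The ethylene-responsive transcription factor gene Csa5M167120.1 had 73.8 ± 52.2 in LS, with replicates at 33.5, 54.9 and 133, and 159 ± 53.2 in HS, a log2 ratio of 1.1 (limma adjusted p = 0.109). In HL its replicates were 44.3, 198 and 121. The senescence-related gene Csa2M270210.1 had 28.3 ± 3.78 in LS, 44.6 ± 5.73 in HS and 57.1 ± 19.9 in HL. It passed 2-fold in HL vs LS, with a log2 ratio of 1.016 (limma adjusted p = 0.0088), a call lost when FPKM are scaled to equal medians and in 3 of the 6 fits that left out a library of HL or LS. The acyl-CoA thioesterase gene Csa5M609790.1 had 3.94 ± 0.291 in LS and 16.4 ± 7.11 in HS, a log2 ratio of 2.06 (limma adjusted p = 0.0101), and 3.95 ± 1.68 in LL and 14.5 ± 7.63 in HL, a log2 ratio of 1.87 (limma adjusted p = 0.0394), where the call was lost with the replicate block and in 4 of the 6 fits that left out a library of HL or LL.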

As ethylene is the central regulator signal for flower sex development in cucumber, the novel-mir153 has the potential to play roles in sex ratio regulation.

### A newly evolved novel miRNA targets a large number of genes

Noticeably, a novel miRNA (novel-mir153) targeted 2087 mRNA targets, predicted by the intersection of the psRobot and TargetFinder tools, which accounted for 45.26% of the total targets in this plant. Amongst, 232 cut sites were proved by degradome analysis, which accounted for 58.88% of the total degradome results. This is the largest sum of genes targeted by a single miRNA in plants. By BLAST on NCBI, we did not find a similar hairpin structure sequence from other organisms. 

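Table S3 of the authors places the precursor of n-mir153 on chromosome 1 of the cucumber genome, plus strand, from 4900562 to 4900641, a length of 80 nt. The precursor sequence is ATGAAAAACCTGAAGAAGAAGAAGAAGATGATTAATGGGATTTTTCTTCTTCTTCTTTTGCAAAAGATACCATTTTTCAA. The mature miRNA, TGAAGAAGAAGAAGAAGATGA, has 21 nt, of which 7 are G or C, and occupies positions 11 to 31 of the precursor (4900572 to 4900592). Gene models of this genome were not used here, so exon and intron borders around the locus were not analysed here.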

When this novel-mir153 precursor was traced back to the cucumber (Chinese Long 9930) genome, we noticed that it was generated from the third intron of the *alcohol dehydrogenase-like 6* gene (Csa1G044860). We then retrieved its homologue genes from seven other cucurbit genomes, including two cucumbers (Gy14 and PI183967), melon (DHL92), two watermelons (97,103 and Charleston Gray), *Cucurbita maxima* (Rimu) and *Cucurbita moschata* (Rifu) [50]. The coding sequences were highly conserved between these plants (Additional file 2: Figure S2). However, the intron regions have diverged between these species. The 3′-end part of the third intron was conserved between these five species, indicating that these introns were generated from a common ancestor. The direct repeat sequence at the borders indicates the intron was probably derived from transposable element insertion. The 5′-end of the third introns was lost in pumpkins or gained by the progenitor of cucumber, melon and watermelon after divergence from pumpkins. After this, two regions highly diverged between *Cucumis* and *Citrullus*. One of them evolved the novel-mir153 in cucumber (9930 and wild) by at least three steps (Fig. 8a and b). The secondary structure of the precursor of novel-mir153 showed perfect hairpin folding (Fig. 8b). This novel-miRNA is very young, evolved from the ancestors of melon and cucumber to cucumber cultivar Gy14 and then to cucumber cultivar Chinese long by two rounds of “AGA” duplications. 

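The structure listed in Table S3 has 29 base pairs and a free energy of -22.8 kcal/mol, and it pairs 19 of the 21 mature positions. Folded with RNAfold at its default settings, the same sequence gave a minimum free energy of -21.6 kcal/mol with 24 base pairs, of which 7 were shared with the listed structure. In that fold, 17 mature positions were paired.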

The novel-mir153 and its targets matches are shown in Figs. 4 and 8c, perfectly meeting the criterion for regulation.

**Fig. 8:**
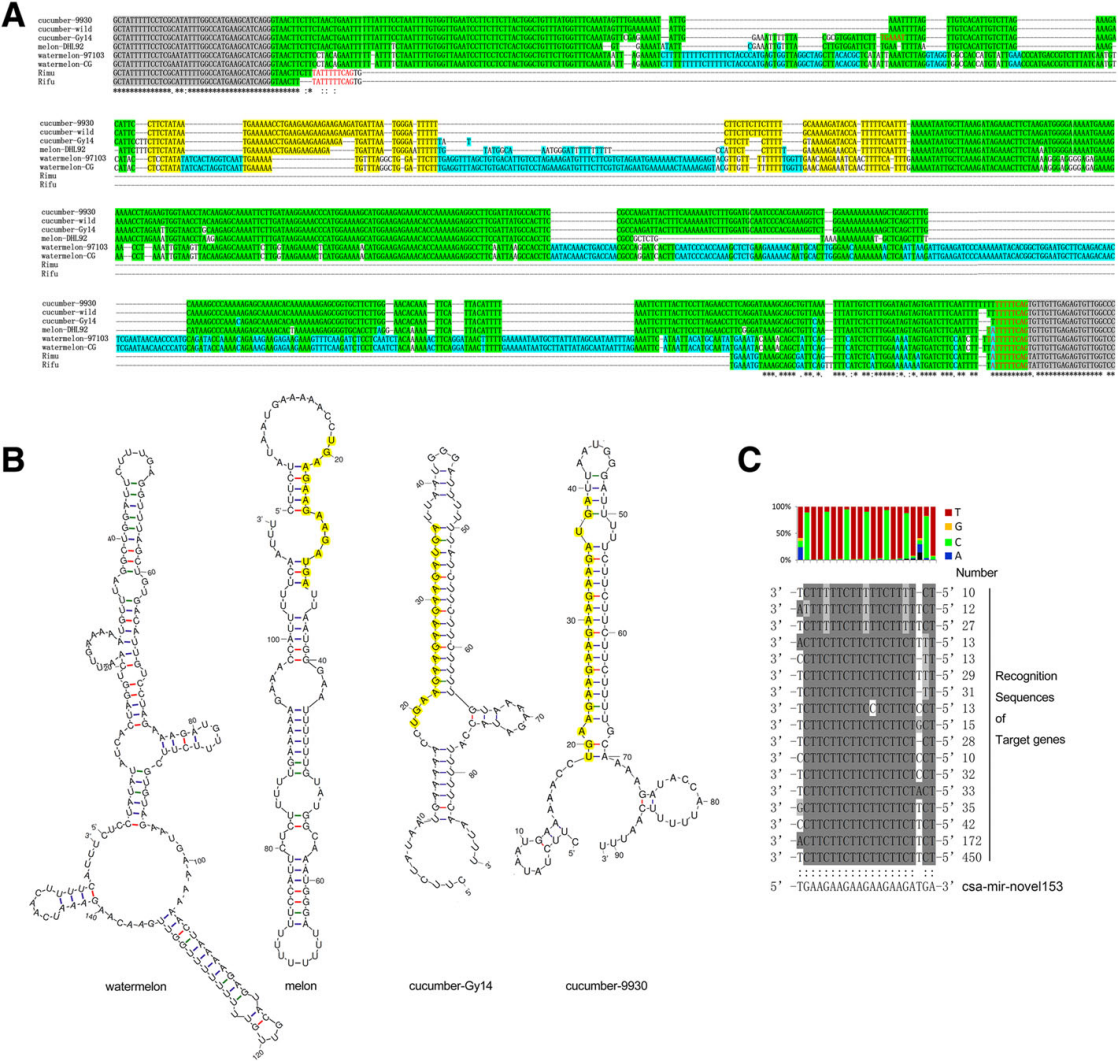
Evolution of novel-mir153 in cucumber. **a** alignment of novel-mir153 harbouring sequences of three cucumber genotypes and the homologous sequences in melon, watermelons and pumpkins. Grey shading shows the exons, the multicolour shading shows the intron, the green shading shows the conserved sequences, and the yellow shading shows the novel-mir153 hairpin sequences. The blue shading shows the watermelon retained sequences. **b** secondary structures of the novel-mir153 hairpin and its homologs in watermelon, melon and Gy14 cucumber. The yellow shading shows the mature RNA and its homologs. **c** alignment of novel-mir153 and its targets

We checked the functions of these targeted genes, 182 out of the 201 genes were functionally annotated. These targets covered quite wide biological functions, including RNA transcription, protein translation, protein, lipid and carbohydrate metabolic, growth regulation, environmental response, transporters, etc. (Additional file 1: Table S12). It is worth mentioning that 23 transcription factors, nine kinase and seven cyclin-like genes were putative targets of novel-mir153, indicating this novel miRNA plays an important role in cucumber development.

## Discussion

Three previous studies by Ling et al., (2017); Mao et al., (2012) and Martinez et al., (2011) have identified 25, 29 and 31 known and 7, 2 and 49 novel families of miRNAs in cucumber plants (leaf, root and stem tissues) [42–44]. Among these previously identified miRNAs, 27 families of known miRNAs were also detected in our present study. The other eight known miRNA families (miR170, miR319, miR858, miR894, miR1030, miR1515, miR2911 and miR2916) identified in these previous reports were not detected in our study. However, our present study detected 41 new known miRNA families that have never been identified in previous reports (Table 1). These differences present the differential tissue patterns of miRNAs between the leaf, root, and stem in the previous reports and the shoot apex in our present study.

The expressional profiling showed that the miRNAs were primarily affected by temperature rather than by photoperiod. 

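Averaged over both photoperiods, 18 miRNAs passed the thresholds for temperature (3 higher and 15 lower at high temperature), and averaged over both temperatures, 2 did for photoperiod (both lower in the long photoperiod). At an unadjusted edgeR p under 0.05 the numbers were 80 and 20. The median size of the log2 change over all tested miRNAs was 0.371 for temperature and 0.2 for photoperiod. With TMM scaling the split for temperature was 6 higher and 12 lower, and its median log2 change moved by 0.165. Adding the replicate block gave 19 and 3 calls. From the expression profiles in Fig. 1, the paper concludes that temperature acted on the miRNAs more than photoperiod did.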

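The interaction of temperature and photoperiod was tested for each miRNA as the difference between the change from HS to HL and the change from LS to LL. No miRNA passed the thresholds (0 of the 248 tested), and 11 had an unadjusted edgeR p under 0.05, with a smallest adjusted p of 0.937. A fit with the replicate block also called 0, with 12 at an unadjusted p under 0.05. TMM scaling moved the median interaction by -0.123. For the mRNAs, 9 genes had an interaction over 1 in size on the log2(FPKM + 1) scale with a limma adjusted p under 0.05, and the interaction was negative for all 9.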

The temperature had an epistatic effect on photoperiod (Fig. 1). 

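When each library of LL or LS was left out in turn, 0–1 miRNAs passed the thresholds between these treatments. For the mRNAs of the same treatments, the median size of the log2 change was 0.124.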

When cultivated in low temperature, the change of photoperiod did not affect the expression levels of miRNAs in these cucumber shoot tips. However, when temperature rose above a suitable level, the photoperiod significantly influenced the expression of many miRNAs. These results give guidance for cucumber production, especially for greenhouse-based cultivation, in that temperature has a greater impact than photoperiod and merits greater attention. 

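In HL vs HS, 18 miRNAs had an unadjusted edgeR p under 0.05, and 32 had one with the replicate block. The median size of the log2 change was 0.301. With TMM scaling 3 miRNAs passed the thresholds, and 3 did with edgeR's exact test (run with TMM scaling) and with DESeq2 (run with its own size factors). When each library of the 2 treatments was left out in turn, 1 passed in each fit.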

When cucumbers are growing in a greenhouse during the winter season, if the temperature is not high enough, the extension of the photoperiod will be insufficient. Only when the temperature are high enough will a prolonged photoperiod stimulate flowering and other developmental processes. However, cucumber has many ecotypes. The “Chinese long (9930)” used in this study is a cultivar successfully used in greenhouse cultivation in winter and early spring seasons. The above findings should be cautiously used if extended to other ecotype cucumbers such as the “Xishuangbanna” variety.

The functional annotations of the differentially expressed miRNAs provide some answers for the performance of cucumber within differential temperature-photoperiod environments (Additional file 1: Table S18**,** Additional file 2: Figure S3). For example, down-regulation of miR7741 and seven other miRNAs releases the activity of targets involved in transcription initiation, elongation, mRNA processing, degradation, and protein translation in high temperature. This can explain the fact that these plants are more vigorous in higher temperatures. Under miRNA regulation, the expression or translation of proton-dependent transporter genes and vacuolar transport genes were biased towards high or low temperatures, respectively. This can contribute to the phenomena of mineral element absorbance and transport being more efficient in high temperatures, while the carbohydrate and alkaloid storage in vacuoles is more efficient in low temperatures. It is well known that low temperatures can cause fungal diseases in cucumber. The suppression of the resistance and defence related genes via miRNAs can partially explain this phenomenon. However, due to the limited sequencing depth, a lot of predicted targets were not proven in the degradome analysis. Therefore, deeper degradome sequencing is needed to prove these functional deductions.

One of the important outputs of the temperature-photoperiod influence is the flower sex ratio changes. DNA methylation has been proven to play a role in this process [11]. DNA methylation achieves its functions by transcriptional regulation of genes. miRNA is a more rapid and direct regulator of gene expression. In this study, miR156/157 differentially expressed and regulated the *SBP-box* transcription factors. 

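Averaged over both temperatures, miR157 had a log2 change of -1.3 for the long against the short photoperiod (SE 0.32, edgeR adjusted p = 0.103), and miR156 of -0.65 (SE 0.29, edgeR adjusted p = 0.561). miR157 did not reach the unadjusted limit of 0.001, and reached it with TMM scaling (edgeR adjusted p = 0.0484) and with the replicate block (edgeR adjusted p = 0.039). The block gave miR156 an edgeR adjusted p of 0.316. For high against low temperature the changes were 0.06 (SE 0.32, edgeR adjusted p = 0.927) for miR157 and 0.05 (SE 0.29, edgeR adjusted p = 0.933) for miR156. The 3 SBP-box genes were lower at high temperature, with changes on the log2(FPKM + 1) scale of -0.80 (limma adjusted p = 6.3e-06) for Csa3M567830.1, -0.59 (limma adjusted p = 8.5e-05) for Csa3M809420.1 and -0.75 (limma adjusted p = 0.000356) for Csa1M051590.1. For the long photoperiod they were 0.38 (limma adjusted p = 0.0186), 0.53 (limma adjusted p = 0.00243) and 0.13 (limma adjusted p = 0.663). Of the TargetFinder targets of miR156/157 in Table S8, 84 were expressed enough to be tested as a set. In limma's camera test the adjusted p over 4 tests was 0.316 for photoperiod and 0.895 for temperature, and 41 and 48 of the 84 were higher. The paper states that miR156/157 regulated these transcription factors, having set out the negatively correlated expression in Fig. 7a. It also lists the 3 genes among the targets detected by its degradome sequencing, and it cites earlier studies of miR156/157. Neither line of evidence was tested here.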

*SBP-box* genes regulate flowering time, male fertility and gynoecium patterning in Arabidopsis [48, 49] but did not play a strong role in sex determination, according to the studies that were carried out using hermaphrodite flowering plants. Thus, we cannot exclude the possibility of these SBP-box transcription factors playing roles in flower sex ratio regulation in cucumber. Beside the significant differentially expressed miRNAs, those miRNAs such as novel-mir153 target *Ethylene-responsive transcription factors* whose expression was significantly affected by temperature and photoperiod. 

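Of the 201 genes with cut sites of n-mir153 in Fig. 4, 197 were tested as a set. At high temperature their median change on the log2(FPKM + 1) scale was -0.0647, against 0.0207 for the other genes, and 75 of the 197 were higher (limma's camera, adjusted p = 0.0941 over 4 tests). For photoperiod the median was 0.00497 and 103 were higher (limma's camera, adjusted p = 0.316). Averaged over both photoperiods, the ethylene-responsive transcription factor gene Csa5M167120.1 changed by 0.54 with temperature (SE 0.36, limma adjusted p = 0.309), and averaged over both temperatures by 0.16 with photoperiod (SE 0.36, limma adjusted p = 0.912).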

As ethylene is the central regulator signal for flower sex development in cucumber, these genes and the corresponding miRNAs have the potential to play roles in sex ratio regulation.

There are three models that describe miRNA origin and evolution: origination from a random formation of hairpins in non-coding sections such as introns or intergenic regions; origination from inverted duplications of protein-coding sequences; and origination from the miniature inverted-repeat transposable elements [51, 52]. In this study, we found a solid example of a new miRNA (novel-mir153) that originated from an intron. The comparison of the genes from pumpkins, watermelons, melons and cucumbers displayed the step-by-step evolution of this miRNA. Because novel-mir153 is a quite newly evolved miRNA and absent in other plants, it is not an indispensable element for the plant life cycle. However, it does target a surprisingly large number of target genes. The detailed function of novel-mir153 and its contribution to cucumber evolution is worthy further investigation.

## Materials and methods

### Plant materials and RNA extraction

The cucumber inbred line 9930 was used in this study. Seedlings were grown in artificial climate chambers with conditions set as follows: 16 h light in 28 °C /8 h dark in 25 °C (high temperature, long day, HL), 8 h light in 28 °C /16 h dark in 25 °C (high temperature, short day, HS), 16 h light in 20 °C /8 h dark in 15 °C (low temperature, long day, LL), and 8 h light in 20 °C /16 h dark in 15 °C (low temperature, short day, LS). A 70% humidity was used for all of these plants. When four true-leaves were unfolded, shoot apical tissues (1 mm) were dissected under a microscope and snap-frozen in liquid nitrogen and kept at − 80 °C for further use. In each experiment, more than 500 shoot apices and three biological replicates were used. Total RNA was extracted using the TRIzol reagent (Invitrogen, USA). DNase (Promega, USA) was used to remove potential DNA contamination.

### Small RNA library construction and sequencing

The RNA samples were quantified and equalized. A total of 30 μg of RNA was resolved on denatured polyacrylamide gels. Gel fragments with the size range of 18–30 nt were excised and recovered. These small RNAs were ligated with 5′ and 3’RNA adapters using T4 RNA ligase. The adapter-ligated small RNAs were subsequently transcribed into cDNA by Super-Script II Reverse Transcriptase (Invitrogen) and amplified using primers specific for the ends of the adapters. The amplified cDNA products were purified and finally sequenced using Illumina sequencing technology (BGI, Shenzhen, China).

### Identification of known and novel miRNAs

The adapter sequences, impurities, and sequences with less than 18 nt or more than 30 nt were filtered out from the raw sequence reads. For miRNA identification, the total reads were converted to non-redundant unique tags to filter out duplicates. The unique tags were aligned to GenBank, Rfam and the cucumber genome [47] and therefore annotated as rRNA, miRNA, snRNA, snoRNA, tRNA, repeat, exon sense, exon antisense, intron sense, intron antisense, and unannotated sequences. The putative miRNA tags, unannotated reads and those derived from the intron regions and exon antisense regions were used for miRNA mining based on the criteria as follow: hairpin pre-miRNAs that can fold into secondary structures and mature miRNAs that were present in one arm of the hairpin precursors; the 5-p and 3-p mature miRNAs present 2-nucleotide 3′ overhangs; hairpin precursors lacking large internal loops or bulges; the secondary structures of the hairpins were steady, with a free energy of hybridization lower than or equal to − 18 kcal/mol; and the copy number of mature miRNAs with predicted hairpins should be greater than 5 in the alignment result. The candidates were first aligned to all known plant miRNAs in miRBase 21.0 allowing a two-base mismatch and a two-nucleotide overhang. The matched miRNAs were termed as known miRNAs and named after their best-match families. The members within the same miRNA family were alphabetical labelled according to the genome location of their precursors. The rest of the miRNAs that could not be incorporated into known families were termed as novel miRNAs.

The expression of miRNAs was produced by summing the total count of tags with no more than 3 mismatches on the 5′ and 3′ ends and no mismatches in the middle from the alignment result. The differentially expressed miRNAs were calculated with the following procedures. First, the expression of miRNAs was normalized to obtain the expression of transcript per million (TPM). The normalization formula was as follows: Normalized expression = Actual miRNA count/Total count of clean reads× 1,000,000. Second, the fold-change and *P*-value were calculated from the normalized expressions.

### Degradome library construction and target identification

Total RNA was extracted from the same samples as those used for sRNA sequencing. Approximately 200 μg of total RNA was polyadenylated using the Oligotex mRNA mini kit (Qiagen). A 5′ RNA adapter was added to the cleavage products (which possessed a free 5′-monophosphate at their 3′ termini) using the T4 RNA ligase (Takara). Then, the ligated products were purified using the Oligotex mRNA mini kit (Qiagen) for reverse transcription to generate the first strand of cDNA using an oligo dT primer via SuperScript II RT (Invitrogen). After the cDNA library was amplified for 6 cycles (94 °C for 30 s, 60 °C for 20 s, and 72 °C for 3 min) using Phusion Taq (NEB), the PCR products were digested with restriction enzymes and further ligated to double-stranded DNA adapters. The ligated products were subjected to PCR amplification and gel purification and finally used for high-throughput sequencing with the Illumina HiSeq 2000.

Low-quality sequences and adapters were removed, and the unique sequence signatures were aligned to the cucumber (9930) genome [47] using SOAP software [53]. CleaveLand was used to detect potentially cleaved targets [54]. The tags mapped to cDNA sense strands were adopted to predict cleavage sites. The miRNA-mRNA pairs and *p*-values were analysed using PAREsnip, *p*-values less than 0.05 were used for the t-plot [55]. All alignments with scores not exceeding 4 and possessing the 5′ end of the degradome sequence coincident with the tenth and eleventh nucleotides of the miRNA complementary were retained. The targets were GO annotated using Blast2GO [56].

### Target gene profiling

Total RNAs (10 μg) were subjected to poly-A selection, fragmentation, random priming and cDNA synthesis with the Illumina Gene Expression Sample Prep kit (CA, USA). The cDNA fragments were end repaired, ligated to adapters and then enriched by PCR. The fragments were purified with 6% TBE PAGE gel electrophoresis. After denaturation, the single-chain fragments were fixed onto the Solexa Sequencing Chip (Flowcell) and consequently grown into single-molecule cluster sequencing templates through in situ amplification [57]. Double-end pyrosequencing was performed on the Illumina HiSeq 2000 with the read lengths of 90 bp for each end. The clean reads were aligned to cucumber reference genes [47]. Gene expression levels were calculated using the FPKM. Statistical comparison between treatments was performed using the data from three biological replicates. Unigenes were considered to be differentially expressed when the mean FPKM between treatments displayed a more than two-fold change with a probability of more than 0.8. The expression profiles of the target genes were extracted from the transcriptome data.

## Additional files

Additional file 1: **Table S1.** summary of sRNA sequencing data. **Table S2.** summary of known miRNAs. **Table S3.** summary of novel miRNAs. **Table S4.** expression levels of known miRNAs in cucumber shoot tips grown in four temperature-photoperiod conditions. **Table S5.** expression levels of novel miRNAs in cucumber shoot tips grown in four temperature-photoperiod conditions. **Table S6.** targets of known miRNAs predicted by psRobot. **Table S7.** targets of novel miRNAs predicted by psRobot. **Table S8.** targets of known miRNAs predicted by TargetFinder. **Table S9.** targets of novel miRNAs predicted by TargetFinder. **Table S10.** targets of known miRNAs predicted by both psRobot and TargetFinder (intersection). **Table S11.** targets of novel miRNAs predicted by both psRobot and TargetFinder (intersection). **Table S12.** targets identified by degradome sequencing. **Table S13.** GO term enrichment of targets. **Table S14.** KEGG classification of miRNA targets. **Table S15.** statistics of transcriptome sequencing for each sample. **Table S16.** differentially expressed degradome confirmed targets. **Table S17.** targets (degradome proven) of the temperature and photoperiod affected miRNAs. **Table S18.** functional annotations (computer predicted targets) of the temperature and photoperiod affected miRNAs. (XLSX 1042 kb)

Additional file 2: **Figure S1.** Length distribution of small RNAs in cucumber shoot tips. **Figure S2.** Alignment of exons of *alcohol dehydrogenase-like 6* genes **Figure S3.** Schematic diagram of the miRNA-target network modulating the plant adaptation to temperature changes. (DOCX 590 kb)

# Supplementary material for: MicroRNAs and their targets in cucumber shoot apices in response to temperature and photoperiod
**Source:** BMC Genomics. 2018 Nov 15;19:819. doi: 10.1186/s12864-018-5204-x
**Supplement:** Supplementary file 2 — Figure S1. Length distribution of small RNAs in cucumber shoot tips. Figure S2. Alignment of exons of alcohol dehydrogenase-like 6 genes Figure S3. Schematic diagram of the miRNA-target network modulating the plant adaptation to temperature changes.

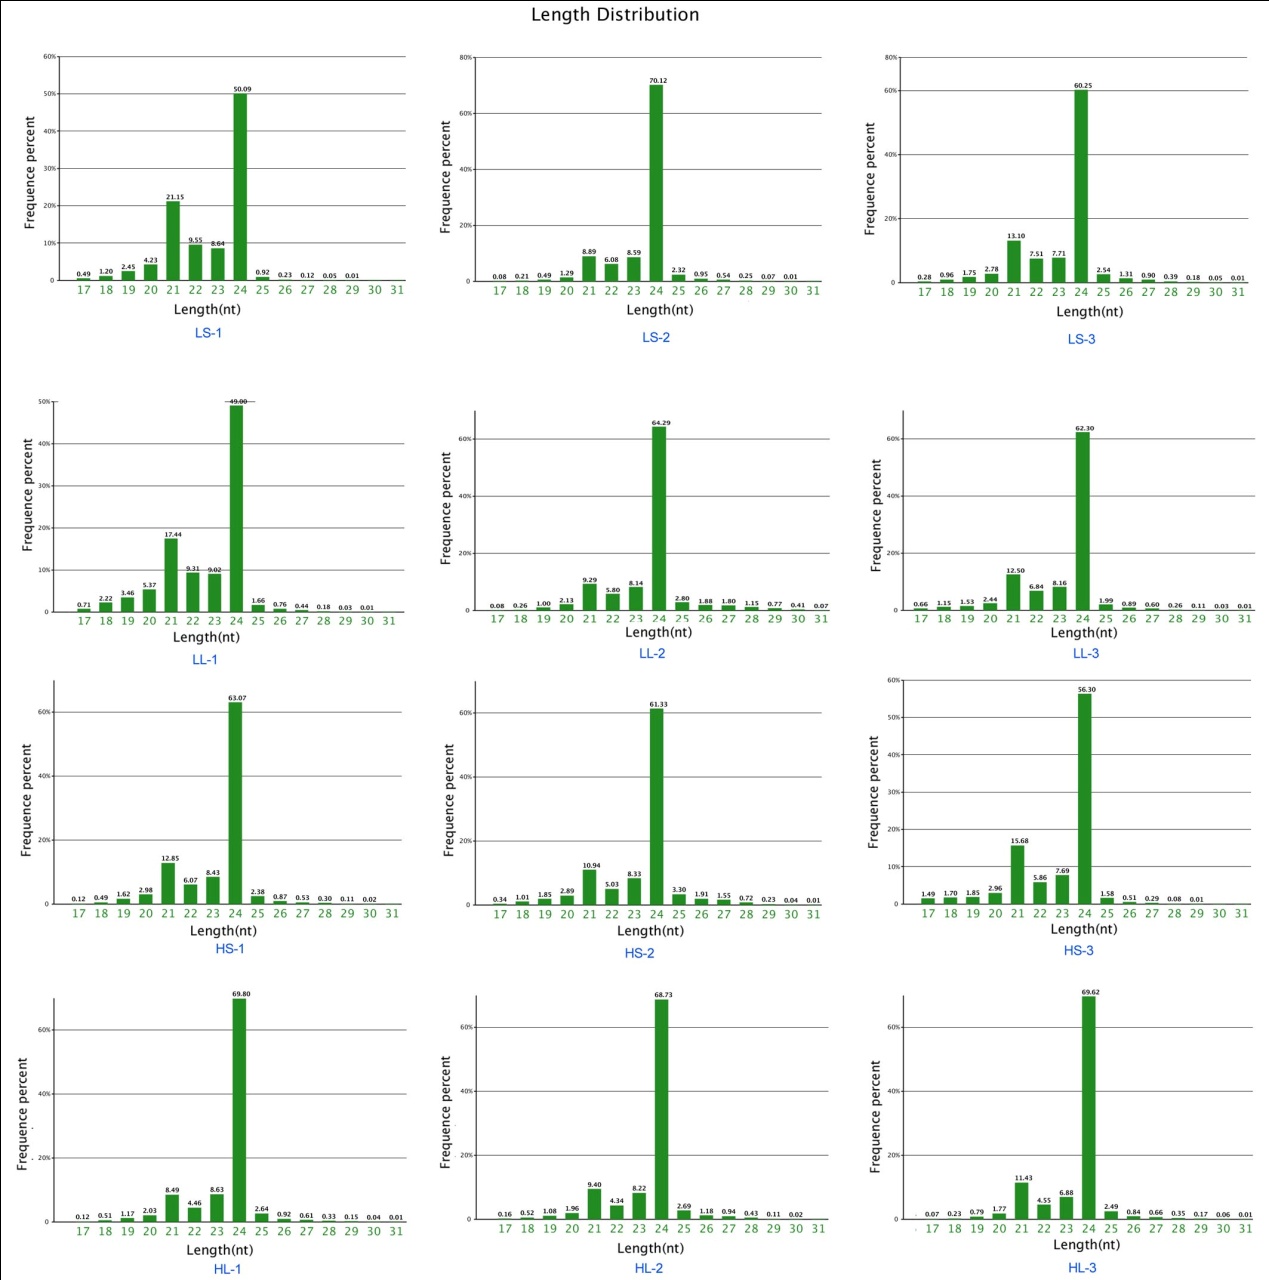

**Figure S1 Length distribution of small RNAs in cucumber shoot tips**

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r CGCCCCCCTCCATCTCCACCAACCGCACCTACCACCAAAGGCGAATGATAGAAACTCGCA

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r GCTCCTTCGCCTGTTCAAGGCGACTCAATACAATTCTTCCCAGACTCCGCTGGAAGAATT

Cucsa.097760-r ---------------------------------ATGTCCTCCTCGTCTTCTTCTTTCCCG

Cla008358-r ------------------------------------------ATGTCGTCTTCTTCCCCG

MELO3C002189-r ------------------------------ATGTCCTCCTCCTCGTCTTCTTCTTTCCCG

CSPI01G07780-r ---------------------------------ATGTCCTCCTCGTCTTCTTCTTTCCCG

CmaCh13G009390-r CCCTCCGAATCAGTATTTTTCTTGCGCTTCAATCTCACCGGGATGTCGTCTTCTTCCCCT

: *** ******* ***

Cucsa.097760-r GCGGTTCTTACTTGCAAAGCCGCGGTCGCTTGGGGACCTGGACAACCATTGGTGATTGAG

Cla008358-r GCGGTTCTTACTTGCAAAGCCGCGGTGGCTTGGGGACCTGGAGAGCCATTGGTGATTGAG

MELO3C002189-r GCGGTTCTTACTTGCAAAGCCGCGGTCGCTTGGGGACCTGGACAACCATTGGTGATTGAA

CSPI01G07780-r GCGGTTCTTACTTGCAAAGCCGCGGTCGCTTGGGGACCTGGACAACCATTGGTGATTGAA

CmaCh13G009390-r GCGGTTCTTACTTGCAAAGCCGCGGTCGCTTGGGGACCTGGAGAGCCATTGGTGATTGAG

************************** *************** *.**************.

Cucsa.097760-r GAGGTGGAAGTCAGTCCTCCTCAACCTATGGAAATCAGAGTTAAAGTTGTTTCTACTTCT

Cla008358-r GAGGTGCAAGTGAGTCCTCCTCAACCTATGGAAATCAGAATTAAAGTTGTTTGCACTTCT

MELO3C002189-r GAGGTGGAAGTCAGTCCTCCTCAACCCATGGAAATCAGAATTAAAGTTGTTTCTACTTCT

CSPI01G07780-r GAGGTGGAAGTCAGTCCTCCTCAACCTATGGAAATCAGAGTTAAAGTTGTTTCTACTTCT

CmaCh13G009390-r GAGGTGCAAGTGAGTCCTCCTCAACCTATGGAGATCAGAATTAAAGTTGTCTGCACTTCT

****** **** ************** *****.******.********** * ******

Cucsa.097760-r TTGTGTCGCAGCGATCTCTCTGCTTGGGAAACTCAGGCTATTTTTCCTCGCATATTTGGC

Cla008358-r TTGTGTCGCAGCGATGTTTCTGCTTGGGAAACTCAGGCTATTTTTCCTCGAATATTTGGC

MELO3C002189-r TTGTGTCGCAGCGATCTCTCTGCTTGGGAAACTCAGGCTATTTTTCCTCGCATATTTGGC

CSPI01G07780-r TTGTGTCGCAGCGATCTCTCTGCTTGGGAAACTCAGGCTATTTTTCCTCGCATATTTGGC

CmaCh13G009390-r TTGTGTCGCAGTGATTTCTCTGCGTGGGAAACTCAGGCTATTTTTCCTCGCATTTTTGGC

*********** *** * ***** **************************.**:******

Cucsa.097760-r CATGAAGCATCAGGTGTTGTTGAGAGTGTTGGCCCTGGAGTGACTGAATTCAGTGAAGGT

Cla008358-r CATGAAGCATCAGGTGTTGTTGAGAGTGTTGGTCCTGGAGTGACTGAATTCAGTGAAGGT

MELO3C002189-r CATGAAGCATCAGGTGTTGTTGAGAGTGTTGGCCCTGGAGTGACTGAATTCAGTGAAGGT

CSPI01G07780-r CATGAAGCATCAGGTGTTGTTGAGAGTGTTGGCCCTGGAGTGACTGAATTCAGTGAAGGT

CmaCh13G009390-r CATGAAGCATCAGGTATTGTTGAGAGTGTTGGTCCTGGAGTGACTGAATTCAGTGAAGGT

***************.**************** ***************************

Cucsa.097760-r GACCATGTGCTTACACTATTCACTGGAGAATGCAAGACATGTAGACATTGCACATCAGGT

Cla008358-r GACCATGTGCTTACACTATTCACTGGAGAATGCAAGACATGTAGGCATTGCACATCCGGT

MELO3C002189-r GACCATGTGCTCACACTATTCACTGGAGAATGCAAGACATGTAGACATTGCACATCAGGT

CSPI01G07780-r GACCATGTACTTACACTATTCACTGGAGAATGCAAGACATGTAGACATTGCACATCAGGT

CmaCh13G009390-r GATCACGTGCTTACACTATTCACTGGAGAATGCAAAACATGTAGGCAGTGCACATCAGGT

** ** **.** ***********************.********.** ********.***

Cucsa.097760-r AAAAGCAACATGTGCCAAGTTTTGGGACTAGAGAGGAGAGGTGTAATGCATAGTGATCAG

Cla008358-r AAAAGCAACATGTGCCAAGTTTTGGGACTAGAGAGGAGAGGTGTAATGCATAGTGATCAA

MELO3C002189-r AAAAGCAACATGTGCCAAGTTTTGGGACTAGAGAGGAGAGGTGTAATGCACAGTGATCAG

CSPI01G07780-r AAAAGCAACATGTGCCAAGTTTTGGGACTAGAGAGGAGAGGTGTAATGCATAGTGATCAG

CmaCh13G009390-r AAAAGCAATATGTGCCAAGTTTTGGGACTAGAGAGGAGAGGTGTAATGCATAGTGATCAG

******** ***************************************** ********.

Cucsa.097760-r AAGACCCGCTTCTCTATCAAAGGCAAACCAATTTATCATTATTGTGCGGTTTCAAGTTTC

Cla008358-r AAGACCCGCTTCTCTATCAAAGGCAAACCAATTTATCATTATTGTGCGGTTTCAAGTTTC

MELO3C002189-r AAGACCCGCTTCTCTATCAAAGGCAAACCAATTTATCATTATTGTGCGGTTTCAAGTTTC

CSPI01G07780-r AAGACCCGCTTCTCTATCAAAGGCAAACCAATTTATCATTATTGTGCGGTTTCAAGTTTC

CmaCh13G009390-r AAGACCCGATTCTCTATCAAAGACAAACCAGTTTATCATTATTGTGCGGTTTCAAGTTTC

********.*************.*******.*****************************

Cucsa.097760-r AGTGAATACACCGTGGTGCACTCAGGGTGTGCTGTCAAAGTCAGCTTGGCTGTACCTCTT

Cla008358-r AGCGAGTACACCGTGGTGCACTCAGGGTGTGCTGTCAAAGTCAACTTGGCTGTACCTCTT

MELO3C002189-r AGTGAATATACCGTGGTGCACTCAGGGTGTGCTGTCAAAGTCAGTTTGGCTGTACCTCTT

CSPI01G07780-r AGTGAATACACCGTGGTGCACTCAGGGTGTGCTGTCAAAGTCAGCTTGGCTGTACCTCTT

CmaCh13G009390-r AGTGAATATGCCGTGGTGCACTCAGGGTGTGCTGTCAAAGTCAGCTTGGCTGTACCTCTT

** **.** .*********************************. ***************

Cucsa.097760-r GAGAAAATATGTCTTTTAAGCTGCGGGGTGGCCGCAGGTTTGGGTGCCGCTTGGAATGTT

Cla008358-r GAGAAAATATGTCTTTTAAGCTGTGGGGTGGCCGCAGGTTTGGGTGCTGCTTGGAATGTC

MELO3C002189-r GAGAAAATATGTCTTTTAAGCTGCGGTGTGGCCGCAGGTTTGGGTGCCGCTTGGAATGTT

CSPI01G07780-r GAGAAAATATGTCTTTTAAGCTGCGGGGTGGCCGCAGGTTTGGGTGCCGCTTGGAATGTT

CmaCh13G009390-r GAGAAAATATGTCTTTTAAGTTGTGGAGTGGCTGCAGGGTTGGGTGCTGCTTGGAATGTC

******************** ** ** ***** ***** ******** ***********

Cucsa.097760-r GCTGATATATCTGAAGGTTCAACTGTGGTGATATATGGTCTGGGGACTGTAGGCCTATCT

Cla008358-r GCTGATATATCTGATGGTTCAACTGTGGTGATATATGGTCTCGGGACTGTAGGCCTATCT

MELO3C002189-r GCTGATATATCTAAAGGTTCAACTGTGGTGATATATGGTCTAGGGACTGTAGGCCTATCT

CSPI01G07780-r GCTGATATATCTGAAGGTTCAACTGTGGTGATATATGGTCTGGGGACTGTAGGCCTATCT

CmaCh13G009390-r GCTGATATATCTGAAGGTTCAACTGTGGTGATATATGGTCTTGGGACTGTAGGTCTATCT

************.*:************************** *********** ******

Cucsa.097760-r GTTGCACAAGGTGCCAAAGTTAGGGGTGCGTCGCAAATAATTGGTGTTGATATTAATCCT

Cla008358-r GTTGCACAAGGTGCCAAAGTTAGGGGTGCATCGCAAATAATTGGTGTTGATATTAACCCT

MELO3C002189-r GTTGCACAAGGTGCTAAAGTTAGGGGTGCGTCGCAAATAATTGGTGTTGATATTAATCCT

CSPI01G07780-r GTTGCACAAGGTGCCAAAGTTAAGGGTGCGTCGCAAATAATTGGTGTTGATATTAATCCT

CmaCh13G009390-r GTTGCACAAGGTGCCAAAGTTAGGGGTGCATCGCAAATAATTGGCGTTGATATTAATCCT

************** *******.******.************** *********** ***

Cucsa.097760-r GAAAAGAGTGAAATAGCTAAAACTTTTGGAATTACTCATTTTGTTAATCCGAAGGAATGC

Cla008358-r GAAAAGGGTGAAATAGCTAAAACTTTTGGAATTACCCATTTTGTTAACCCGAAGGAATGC

MELO3C002189-r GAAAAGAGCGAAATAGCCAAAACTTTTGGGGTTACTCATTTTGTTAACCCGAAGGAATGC

CSPI01G07780-r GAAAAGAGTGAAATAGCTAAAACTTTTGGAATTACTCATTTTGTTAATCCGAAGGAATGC

CmaCh13G009390-r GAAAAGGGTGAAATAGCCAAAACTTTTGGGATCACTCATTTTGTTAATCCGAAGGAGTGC

******.* ******** ***********..* ** *********** ********.***

Cucsa.097760-r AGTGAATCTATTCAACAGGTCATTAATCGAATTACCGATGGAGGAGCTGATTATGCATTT

Cla008358-r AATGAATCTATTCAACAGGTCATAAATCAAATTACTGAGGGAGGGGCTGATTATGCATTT

MELO3C002189-r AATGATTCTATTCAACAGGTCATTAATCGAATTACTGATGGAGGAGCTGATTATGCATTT

CSPI01G07780-r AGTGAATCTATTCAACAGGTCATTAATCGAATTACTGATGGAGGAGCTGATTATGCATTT

CmaCh13G009390-r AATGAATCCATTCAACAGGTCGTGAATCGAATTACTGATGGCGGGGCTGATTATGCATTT

*.***:** ************.* ****.****** ** **.**.***************

Cucsa.097760-r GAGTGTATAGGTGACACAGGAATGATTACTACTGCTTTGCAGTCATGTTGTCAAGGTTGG

Cla008358-r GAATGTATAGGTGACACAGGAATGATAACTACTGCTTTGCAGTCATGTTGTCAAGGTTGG

MELO3C002189-r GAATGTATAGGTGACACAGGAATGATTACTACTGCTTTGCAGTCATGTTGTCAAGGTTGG

CSPI01G07780-r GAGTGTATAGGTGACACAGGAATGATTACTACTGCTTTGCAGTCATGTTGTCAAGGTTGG

CmaCh13G009390-r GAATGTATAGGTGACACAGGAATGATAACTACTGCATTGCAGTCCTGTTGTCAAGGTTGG

**.***********************:********:********.***************

Cucsa.097760-r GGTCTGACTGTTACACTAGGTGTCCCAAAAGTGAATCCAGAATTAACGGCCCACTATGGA

Cla008358-r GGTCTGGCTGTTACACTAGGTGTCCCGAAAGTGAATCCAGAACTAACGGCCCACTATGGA

MELO3C002189-r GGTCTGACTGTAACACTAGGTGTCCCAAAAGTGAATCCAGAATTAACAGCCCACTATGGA

CSPI01G07780-r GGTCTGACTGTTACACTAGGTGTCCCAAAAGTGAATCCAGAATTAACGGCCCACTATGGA

CmaCh13G009390-r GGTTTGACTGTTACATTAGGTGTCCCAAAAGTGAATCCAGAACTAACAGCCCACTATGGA

*** **.****:*** **********.*************** ****.************

Cucsa.097760-r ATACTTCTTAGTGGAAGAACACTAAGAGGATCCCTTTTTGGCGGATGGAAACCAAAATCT

Cla008358-r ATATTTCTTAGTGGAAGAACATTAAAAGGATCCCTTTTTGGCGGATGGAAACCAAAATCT

MELO3C002189-r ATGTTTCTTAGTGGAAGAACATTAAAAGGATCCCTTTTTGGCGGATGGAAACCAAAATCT

CSPI01G07780-r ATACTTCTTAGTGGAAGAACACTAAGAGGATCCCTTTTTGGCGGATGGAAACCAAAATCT

CmaCh13G009390-r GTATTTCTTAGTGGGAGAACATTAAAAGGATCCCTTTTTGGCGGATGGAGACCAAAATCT

.*. **********.****** ***.***********************.**********

Cucsa.097760-r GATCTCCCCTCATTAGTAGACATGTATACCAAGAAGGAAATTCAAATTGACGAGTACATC

Cla008358-r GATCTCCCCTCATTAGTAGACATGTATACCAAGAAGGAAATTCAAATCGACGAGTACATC

MELO3C002189-r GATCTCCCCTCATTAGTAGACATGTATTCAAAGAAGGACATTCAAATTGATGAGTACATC

CSPI01G07780-r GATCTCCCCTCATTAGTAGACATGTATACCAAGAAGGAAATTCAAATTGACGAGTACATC

CmaCh13G009390-r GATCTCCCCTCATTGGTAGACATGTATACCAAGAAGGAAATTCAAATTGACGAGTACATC

**************.************:*.********.******** ** *********

Cucsa.097760-r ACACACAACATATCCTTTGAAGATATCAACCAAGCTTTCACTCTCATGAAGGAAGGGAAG

Cla008358-r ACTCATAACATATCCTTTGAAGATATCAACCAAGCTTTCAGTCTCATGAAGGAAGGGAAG

MELO3C002189-r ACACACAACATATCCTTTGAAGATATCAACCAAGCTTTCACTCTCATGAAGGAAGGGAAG

CSPI01G07780-r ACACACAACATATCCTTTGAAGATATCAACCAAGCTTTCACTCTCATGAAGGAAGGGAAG

CmaCh13G009390-r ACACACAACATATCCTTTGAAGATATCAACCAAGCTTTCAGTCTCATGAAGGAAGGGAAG

**:** ********************************** *******************

Cucsa.097760-r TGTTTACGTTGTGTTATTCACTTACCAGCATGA---------------------------

Cla008358-r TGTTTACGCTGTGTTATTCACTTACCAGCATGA---------------------------

MELO3C002189-r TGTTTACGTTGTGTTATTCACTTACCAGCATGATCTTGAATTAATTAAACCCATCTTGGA

CSPI01G07780-r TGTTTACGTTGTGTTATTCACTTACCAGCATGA---------------------------

CmaCh13G009390-r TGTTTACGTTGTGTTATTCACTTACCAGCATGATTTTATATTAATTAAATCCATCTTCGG

******** ************************

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r TGATTTTG----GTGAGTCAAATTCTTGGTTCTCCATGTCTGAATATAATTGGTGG--GA

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r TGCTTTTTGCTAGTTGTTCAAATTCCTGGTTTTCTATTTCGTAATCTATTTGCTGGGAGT

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r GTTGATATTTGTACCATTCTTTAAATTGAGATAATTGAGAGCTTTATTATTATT------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r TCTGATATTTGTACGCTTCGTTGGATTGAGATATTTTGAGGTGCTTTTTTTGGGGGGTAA

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r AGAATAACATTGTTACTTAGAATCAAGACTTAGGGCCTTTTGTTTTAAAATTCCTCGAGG

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r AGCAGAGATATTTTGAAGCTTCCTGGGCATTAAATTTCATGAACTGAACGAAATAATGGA

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r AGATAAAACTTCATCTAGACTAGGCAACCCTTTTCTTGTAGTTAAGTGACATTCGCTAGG

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r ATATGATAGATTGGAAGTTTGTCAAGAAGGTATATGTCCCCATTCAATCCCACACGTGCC

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r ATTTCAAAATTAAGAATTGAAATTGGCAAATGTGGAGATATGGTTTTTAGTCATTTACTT

Cucsa.097760-r ------------------------------------------------------------

Cla008358-r ------------------------------------------------------------

MELO3C002189-r ------------------------------------------------------------

CSPI01G07780-r ------------------------------------------------------------

CmaCh13G009390-r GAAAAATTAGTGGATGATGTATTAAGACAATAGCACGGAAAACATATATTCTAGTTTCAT

Cucsa.097760-r -------------------------------------------

Cla008358-r -------------------------------------------

MELO3C002189-r -------------------------------------------

CSPI01G07780-r -------------------------------------------

CmaCh13G009390-r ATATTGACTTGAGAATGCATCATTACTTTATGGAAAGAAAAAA

**Figure S2 Alignment of exons of *alcohol dehydrogenase-like 6* genes**

cucumber (Cucsa.097760-r, Chinese long 9930; CSPI01G07780-r, Wild cucumber PI 183967)), melon (MELO3C002189-r), water melon (Cla008358-r) and pumpkin (CmaCh13G009390-r)

**
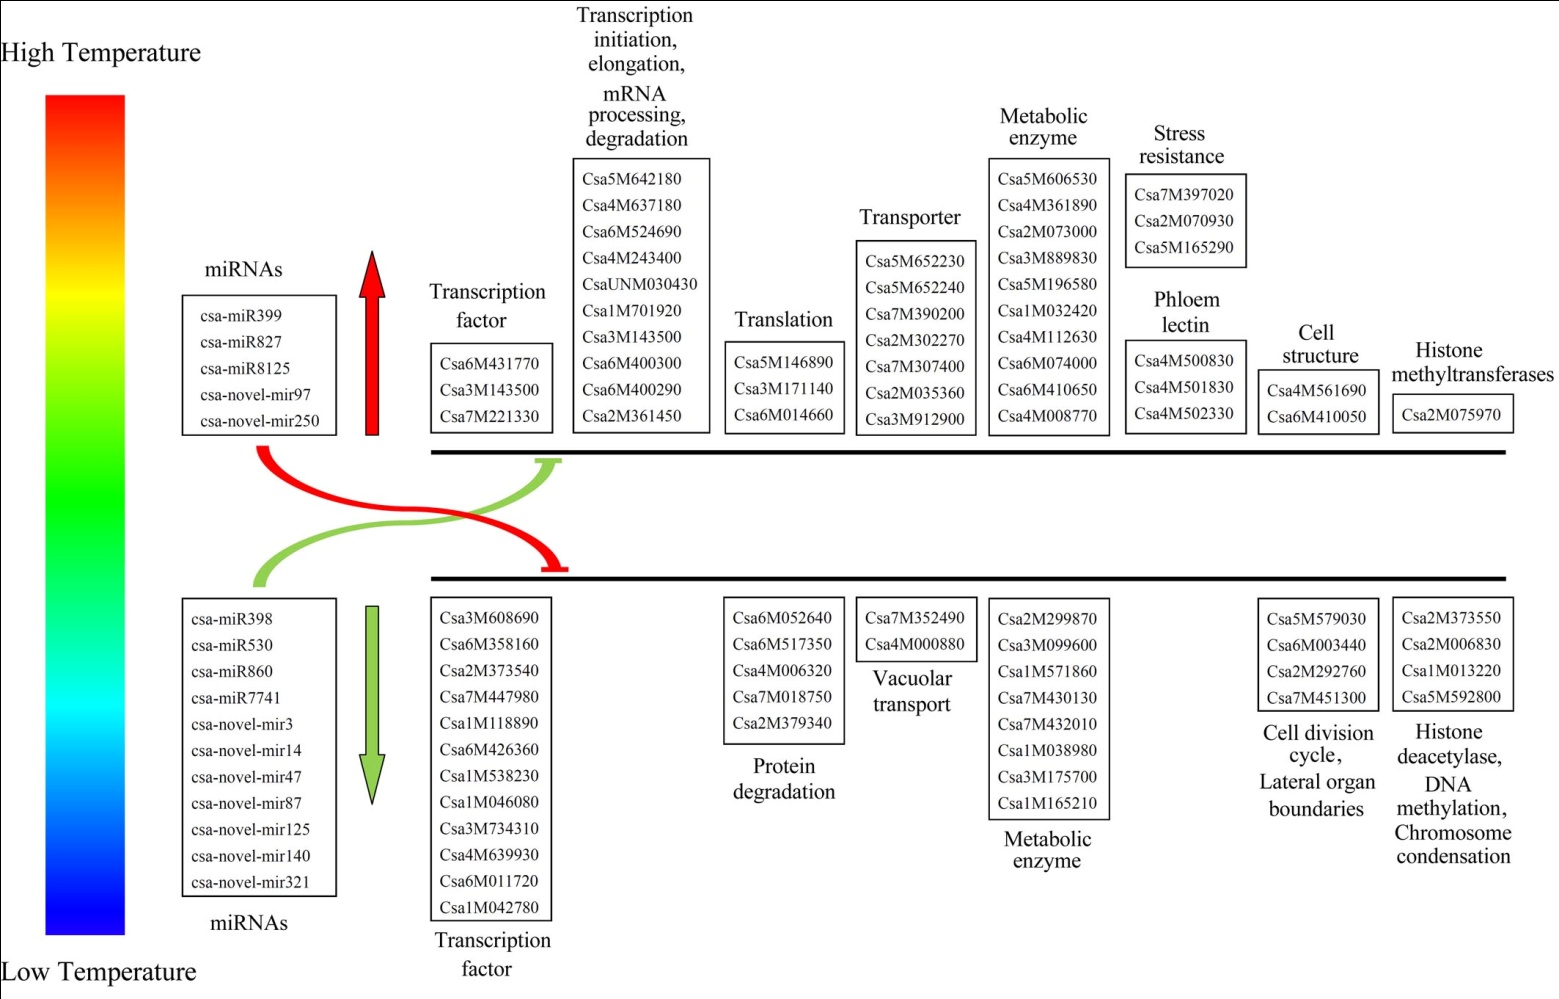
**

**Figure S3 Schematic diagram of the miRNA-target network modulating the plant adaptation to temperature changes**

based on functional annotations (computer predicted targets) of the temperature affected miRNAs

How the deposited data were processed for this re-analysis (not part of the article)

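The small RNA values are tag counts per mature miRNA as deposited by the authors, without normalization. Before depositing them, the authors removed adapters and low-quality reads, kept tags of miRNA length, mapped them to the cucumber genome and summed the tags on each mature sequence, tolerating mismatches at the tag ends but none in the middle. Where precursors shared a mature sequence, they used 1 member. The mapper and its version are not stated in the paper. The mRNA values are FPKM, calculated by the authors from paired-end reads aligned to the reference genes of cucumber and deposited in that form. No counts were derived from them. The degradome values are copies per tag from 1 library made from a mixture of the 4 treatments, aligned by the authors with SOAP and annotated with matches to RNA records. Cut sites on mRNAs were not analysed here.

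The samples are 12 small RNA and 12 mRNA libraries, with 3 replicates each of HL (high temperature, long photoperiod), HS (high temperature, short photoperiod), LL (low temperature, long photoperiod) and LS (low temperature, short photoperiod). Treatments and replicate numbers were taken from the sample titles. Libraries with the same number were paired as a possible block from those numbers alone. The miRNAs outside the known families are abbreviated n-mir with the number the paper gives them. All per-sample columns were used, so the number left out is 0. n-mir173, n-mir200 and n-mir206 were not analysed here.

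miRNAs were tested with edgeR 4.0.16 (quasi-likelihood, 1 model for the 4 treatments), with the clean reads of Table S1 as library sizes and a filter of at least 10 counts summed over the libraries. A call required a change over 2-fold and an unadjusted p under 0.001. The SE of a miRNA is the size of its log2 change divided by the square root of the test's F statistic, since the test gives none. These thresholds are the paper's, whose methods name no test for the miRNAs. Part of the miRNA values and Fig. 1 had been seen in the paper's tables when the filter was chosen, and the filter was kept weak partly so that rare miRNAs of Fig. 1 could be tested. FPKM were tested with limma 3.58.1 (trended variance) on log2(FPKM + 1), for genes with an FPKM of at least 1 in at least 3 libraries. A call required a ratio of mean FPKM over 2 in either direction and a Benjamini-Hochberg adjusted p under 0.05, and for the interaction a term over 1 in size. Temperature and photoperiod effects are averages over the other factor, and the interaction is the change from HS to HL minus the change from LS to LL. All tests are two-sided.

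Correlations between a miRNA and its target used log2(CPM + 1) and log2(FPKM + 1) over the 12 treatment and replicate combinations, with permutation p from 100000 resamples and Benjamini-Hochberg adjustment over 14 pairs. The small RNA and mRNA libraries were matched by treatment and replicate number. Target sets were tested with camera in limma. The n-mir153 precursor was folded with RNAfold 2.7.2. Scripts ran in R 4.3.3 and Python 3.11.15 with pandas 2.3.3.

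A floor of 3 counts was used for miRNAs. A fold against a treatment in which all libraries were at or under it is given as a lower bound, and none is given where both were. The bound divides the mean of the other treatment by the floor and leaves out the spread of that mean. Means also lay below the floor for n-mir47 and n-mir51 in HS and n-mir153 in HL. Replicate 1 was above it there, so fitted log2 changes against other treatments are printed for them. None is given either for n-mir51 in HL vs HS, where HS replicate 1 had 5 counts but the HS mean of 0.153 CPM lay below the floor. The floor covers counting error only. The genes and miRNAs named in the text were chosen from those the paper names in the text of its results or in Figs. 1, 6 and 7, together with the 3 with the smallest p in each direction among those called for temperature and for photoperiod whose 6 libraries on one side all lay above the 6 on the other. Outside this rule, and chosen after their values were seen, are n-mir106, n-mir271, miR159, miR162, miR6421, n-mir66, n-mir95 and n-mir100.

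Alternatives for the miRNAs were TMM scaling, DESeq2 1.42.0 with its own size factors, edgeR's exact test with TMM scaling, limma on log2(CPM + 1), no filter, at least 10 counts in at least 3 libraries, adjusted p under 0.05 in place of the unadjusted limit, a replicate block, and each replicate left out in turn. For the mRNAs they were a pseudocount of 0.1, no filter, a noise-based probability over 0.8, no fold threshold, FPKM scaled to equal medians, a replicate block, and each replicate left out in turn. Details of the noise-based probability (zeros replaced by 0.5, differences between replicates of the compared treatments as noise), of the exact test for temperature and photoperiod (treatments pooled), of DESeq2 (no independent filtering and no Cook's distance limit) and of limma for the miRNAs (trended variance) were settled after the values had been seen.

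On simulated counts with 40 of 248 miRNAs changed 4-fold, the quasi-likelihood test recovered 71% in HS vs LS and 82% for temperature, with 0–1 false calls, and made 0–2 calls between 2 treatments that did not differ. On simulated FPKM with 200 of 18339 genes changed by a log2 of 2, limma recovered 99–99.8% with 0–6 false calls. The changed genes were drawn from the better expressed ones. The noise-based probability made 36–42 calls there between LL and LS, which did not differ. Changes near 2-fold were not simulated, so recovery there is unknown. Noise was drawn separately for each library, without deviations shared between same-numbered libraries. The tests were first run on the deposited values and then on the simulated ones.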

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

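The tests of the scaling and of the pseudocount were chosen only after the results were seen, and that of the scaling was written down after its outcome was known.

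5 miRNAs that the paper does not list in Fig. 1 passed both thresholds here. They were named after their values were seen. miR162 was lower in HL than in LS, with a log2 change of -1.55 (edgeR adjusted p = 0.00533), and miR6421 was lower in HS vs LS, with a log2 change of -1.07 (edgeR adjusted p = 0.00727). n-mir66 was lower in HS vs LS (-1.34, edgeR adjusted p = 0.00727) and in HL vs LL (-1.31, edgeR adjusted p = 0.00942). n-mir100 was lower in HS vs LL (-1.5, edgeR adjusted p = 0.0181), and n-mir95 was lower in HL vs LS (at least 4.06-fold, edgeR adjusted p = 0.00534). With TMM scaling, 4 of the 5 were called, so these 4 calls did not depend on which scaling was used. TMM moved the median log2 change of all miRNAs by 0.226 in HS vs LS and 0.209 in HL vs LS. A call close to 2-fold can be lost by that move alone, so the loss of the fifth does not show scaling as its cause. The number expected under no difference is 0.248 miRNAs in each comparison. A response to temperature remains a possible explanation as a hypothesis, since it was found and tested on the same libraries.

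For 9 genes, the effect of photoperiod on mRNA differed between the temperatures, by the interaction in limma (over 1 in size, adjusted p under 0.05). The interaction was negative for all 9. In HL vs HS all 9 were lower, with a median log2 change of -1.41, and in LL vs LS 8 were higher and 1 was lower, with a median of 0.427. The smallest adjusted p was that of Csa6M511860.1, with an interaction of -2.31 (SE 0.14, limma adjusted p = 1.53e-05). It had 26.5 ± 1.8 FPKM (SD, n = 3) in HL, 124 ± 3.17 in HS, 160 ± 15.8 in LL and 148 ± 18.4 in LS, and its 3 HL libraries were lower than its 3 HS libraries. With a pseudocount of 0.1, 7 of the 9 were called, so low values do not account for all of them. The replicate block called 6 of them and a fit without a filter on low values 5. Of the 32 ways to swap same-numbered libraries between the treatments, 2 gave as many genes, the real one included, and the other gave 148. That other one exchanges HL with HS in all 3 replicates, which turns the interaction into the photoperiod effect of the design, so the share of 2 of 32 does not measure how often arbitrary groupings give as many genes. Of the 30 swaps that mix treatments, 0 gave as many genes and the highest gave 7, close to the 9 found. This distinction was made after the counts were seen. The genes may respond to photoperiod in a way that depends on temperature, which stays a hypothesis.

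The 263397 copies of degradome tags analysed here were matched by the authors mostly to structural RNA, which the paper does not discuss. rRNA made up 95.2% of these copies and 1 tag 76.2%. These are shares of the part analysed here and not of the whole library, since the paper mapped many of its clean tags to cDNA sense chains. The library is a single mixture of the 4 treatments, so no comparison between treatments and no technical explanation was tested, and no biological explanation was tested.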

How the results depend on the processing

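The alternatives were listed before the deposited files were examined, but part of the miRNA counts had been seen in Tables S4 and S5 by then. Details of the noise-based probability, the exact test, DESeq2 and limma for the miRNAs were settled after the values had been seen. The counts of abundant n-mir miRNAs by the median library (14) and by at least 1 library (20) were chosen after the values were seen. Over all counts and other main values, 271 of the results under alternatives stayed within 1.5 times the reported value and 59 moved further.

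For the miRNAs, an adjusted p under 0.05 in place of the unadjusted limit gave 20 calls in HS vs LS, 18 in HL vs LL, 1 in HL vs HS, 28 in HL vs LS and 36 in any comparison. edgeR's exact test, run with TMM scaling, gave 17 in HS vs LS and 13 in HS vs LL, and DESeq2 gave 10 in HS vs LL. limma on log2(CPM + 1) gave 1 in HL vs HS, 9 for temperature and 0 for photoperiod (19 at an unadjusted p under 0.05). For the n-mir miRNAs over 1000 tags besides n-mir166 and n-mir175, the count by at least 1 library was 20 against 10. The cause was not tested for any of these. Leaving out each library in turn gave 7–14 calls in HS vs LS, 4–8 in HL vs LL, 0–1 in LL vs LS, 1–1 in HL vs HS, 5–7 in HS vs LL, 10–19 in HL vs LS, 15–20 for temperature, 2–3 for photoperiod, 0–1 for the interaction and 17–26 in any comparison.

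For the mRNAs, the noise-based probability gave 363 genes in HS vs LS, 231 in HL vs LL, 45 in LL vs LS, 296 in HS vs LL, 336 in HL vs LS, 236 for temperature and 633 in any comparison. Without a fold threshold the numbers were 3301 in HS vs LS, 977 in HL vs LL, 207 in HL vs HS, 2356 in HS vs LL, 2380 in HL vs LS, 4494 for temperature, 204 for photoperiod and 4645 in any comparison. A pseudocount of 0.1 gave 3 in LL vs LS, and no filter gave 5 for the interaction. The cause was not tested for these. Leaving out each library in turn gave 552–753 genes in HS vs LS, 285–368 in HL vs LL, 0–6 in LL vs LS (1436 at an unadjusted p under 0.05 with all libraries), 41–154 in HL vs HS, 351–550 in HS vs LL, 591–690 in HL vs LS, 655–738 for temperature, 35–72 for photoperiod, 3–37 for the interaction, 1105–1367 in any comparison and 10–12 of the 14 target genes.

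In the mRNA libraries, same-numbered pairs showed a mean r of deviations from the treatment means of 0.0237. With the replicate block 1290 genes were called in any comparison and 12 target genes, and the camera adjusted p was 0.995 for the miR156/157 targets with temperature (p of 0.995 against 0.895) and 0.152 for the n-mir153 targets. The median of the former set stayed at 0.0812, and only the direction that camera assigns to it reversed.

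Among single miRNAs, 1 result reversed, 15 became stronger, 45 weaker and 297 did not change direction or side of the threshold. The reversed one was miR399 in HL vs HS, whose log2 change was from -0.75 to 0.23 over the 6 fits that each left out a library, with 0.23 without HS replicate 3. Among single genes 38 became weaker, 1 stronger and 289 did not change. Calls of n-mir170 in HL vs HS were lost in all 6 leave-one-out fits, those of n-mir51 in HL vs LS and n-mir250 in HL vs LL in 5 of 6, and those of n-mir47 and n-mir97 in HS vs LS and of n-mir14, n-mir15, n-mir87 and miR399 in HL vs LL in 4 of 6. Among the genes, those of Csa4M500830.1 in HL vs HS and Csa5M609790.1 in HL vs LS were lost in 5 of 6, and that of Csa5M609790.1 in HL vs LL in 4 of 6.

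Of the correlations, 13 reversed, 1 became stronger and 42 did not change. On deviations from the treatment means, r was -0.277 for miR7741 and Csa4M500830.1, -0.349 for n-mir97 and Csa1M038980.1, -0.385 for n-mir132 and Csa1M023070.1, and for n-mir153 -0.442 with Csa6M358710.1, -0.223 with Csa6M109780.1, 0.116 with Csa5M609790.1, 0.273 with Csa2M352930.1 and 0.265 with Csa6M290900.1. With TMM scaling it was -0.057 for n-mir153 and Csa6M358710.1, 0.073 for n-mir153 and Csa2M352930.1 and -0.0679 for miR164 and Csa1M038340.1. Without the 2 libraries farthest from the median of n-mir153, it was -0.265 with Csa6M358710.1 and 0.241 with Csa2M352930.1. The cause was not tested.

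The degradome cut sites and their 4 alternatives were not run. The exact test and the noise-based probability give no interaction value. Counts of 3 or fewer limit miR827, n-mir15, n-mir47, n-mir51, n-mir95, n-mir132, n-mir153 and n-mir170, for which folds are bounds or are not given where a treatment lies at the floor.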

Differences from the paper's values

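The paper gives 544 differentially expressed genes, and 1333 were called here with limma. Of the alternatives listed before the deposited files were examined, the noise-based probability (633) came within 1.5 times the paper's number, but its details were settled after the values had been seen. A pseudocount of 0.1 (1253), no filter (1453), no fold threshold (4645), FPKM scaled to equal medians (1308), the replicate block (1290) and each fit that left out a replicate (1105–1367) did not.

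The paper counts 16 further n-mir miRNAs over 1000 copies, and here 10 had more than 1000 tags in every library. Counted by the median library there were 14, and by at least 1 library 20. Both of these settings were chosen after seeing the values, and both lie within 1.5 times the paper's number. None was set in advance.

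The paper ranks n-mir175 as the next most abundant after n-mir166, while n-mir106 had a median of 7696 tags and n-mir271 of 7140, against 6095 for n-mir175. The paper prints smaller minimums for miR167 and n-mir166 than the lowest counts found here, which were 91492 and 7193.

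The paper's text lists miR399 among the miRNAs changed between HL and HS. Fig. 1 shows about -0.33 for it and about -1.4 for miR157, read by eye. Here the log2 changes were -0.46 for miR399 (edgeR adjusted p = 0.771) and -1.69 for miR157 (edgeR adjusted p = 0.211).

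The paper places n-mir321 among the miRNAs that did not reach its p-value limit in the short photoperiod, and here it was called in both photoperiods. For pairs shown as changed in Fig. 1 and not called here, the settings that call them are as follows. miR530 in HL vs LL is called with DESeq2, the exact test, adjusted p, the replicate block and without LL replicate 2. miR7741 in HL vs LL is called with DESeq2, the exact test, adjusted p and the replicate block, and n-mir140 in HL vs LL with adjusted p. miR157 in HL vs HS is called with TMM scaling, DESeq2, the exact test and the replicate block. miR827 in HS vs LS is called with TMM scaling, DESeq2, the exact test, adjusted p, the replicate block and without HS replicate 2. n-mir55 is called in HS vs LS with TMM scaling, DESeq2, the exact test, adjusted p, without HS replicate 3 and without LS replicate 1, and in HL vs LL with TMM scaling, DESeq2, the exact test, adjusted p and the replicate block. n-mir51 in HS vs LS is called with the exact test, adjusted p, the replicate block and without LS replicate 2. No setting tried calls n-mir51 in HL vs LL, LL vs LS or HL vs HS, n-mir3, n-mir125 or n-mir47 in HL vs LL, or miR399 in HL vs HS.

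The paper lists Csa5M167120.1 among the changed targets, and here its adjusted p in HS vs LS was 0.109 with a log2 ratio of 1.1 (limma). It was called with the noise-based probability and without LS replicate 3. The paper sets n-mir153 against its induced targets as negatively related. Here r was negative with each of them but never past 0.05. It ranged from -0.527 with Csa2M270210.1 (permutation p = 0.0783) to -0.0354 with Csa2M352930.1 (permutation p = 0.913). Across the treatment means r ranged from -0.975 (Csa6M290900.1) to 0.0543 (Csa5M167120.1), with -0.207 for Csa2M352930.1.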

Other observations

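Apart from the splits of the libraries, the tests here were chosen only after the results they examine were seen. For the shared deviation of LL and LS replicate 1, the tests of the scaling and of the mRNA libraries were written down after their outcome was known, and the test of length and GC content together was added after each had been tested separately.

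Same-numbered libraries of different treatments were swapped to see how often other groupings give as many calls. For each comparison of 2 treatments, 4 splits of the 6 libraries part every same-numbered pair, which is too few for a share under 0.05. Among these, 1 of 4 gave as many miRNAs in HS vs LS, HL vs LL, HL vs HS, HS vs LL and HL vs LS, and 4 of 4 in LL vs LS, where 0 were called (13 at an unadjusted p under 0.05). The other 6 splits, which keep some same-numbered libraries together, gave at most 3. For the mRNAs, 1 of 4 gave as many genes in each of the 6 comparisons. For temperature, 1 of 32 swaps gave as many miRNAs (18, with at most 2 in the others) and 1 of 32 as many genes (736, with at most 129). In each of these sets of 32, 1 swap exchanges the treatments of a pair in all replicates and so gives another effect of the design. For photoperiod it was 2 of 32 for miRNAs, where another swap also gave 2 calls, and 1 of 32 for genes (58, with at most 4). For the miRNA interaction, with 0 calls and 11 at an unadjusted p under 0.05, it was 32 of 32. Over any comparison, 1 of 100 relabellings gave as many miRNAs (22, with at most 13) and 1 of 100 as many genes (1333, with at most 723). It was 1 of 100 for the 14 target genes, with at most 4 in the others, although the list holds the paper's own calls and shows no stability. For the set of miR156/157 targets a camera p as small came in 30 of 32 swaps for temperature and 5 of 32 for photoperiod, and for the n-mir153 targets in 1 of 32 and 13 of 32.

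The LL and LS libraries of replicate 1 deviated together from their treatment means in miRNA expression, with r of 0.763 across miRNAs. It was the highest of the same-numbered pairs, and LL and LS also deviated together in replicate 2 (0.705) and replicate 3 (0.47). The miRNAs that deviated most were n-mir3 (mean log2 deviation 1.05), miR164 (0.973), n-mir87 (0.932), miR167 (0.896) and miR159 (0.884). With TMM scaling r was 0.542 in replicate 1 (0.273 and 0.173 in the other replicates), so library totals do not fully explain it. The mRNA libraries of the same treatments and replicate had r of -0.051, which goes against a difference in shared plant material. The mean deviation related to the length of the miRNA (Spearman's rho -0.311, permutation p = 1e-05, the smallest they can give) and to its GC content (rho 0.233, permutation p = 0.00018), so a bias in library preparation or sequencing is a possible explanation. After a linear fit on both, r was 0.742, so a linear relation to length and GC content does not account for most of it. Relations of another form were not tested. No biological explanation was tested.

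The summed miRNA counts differed up to 2.55-fold between libraries whose clean reads differed up to 1.06-fold. Without miR166, miR167 and miR157 the ratio was 1.92, so these abundant miRNAs do not explain all of it. No biological explanation was tested.

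The n-mir153 targets from the degradome were lower at high temperature as a set, with a median log2 change of -0.0647 against 0.0207 for other genes and 75 of 197 higher. Camera's adjusted p over 4 tests was 0.0941, so the shift fails the correction. With a pseudocount of 0.1 camera gave 0.0241 unadjusted (adjusted p = 0.0965), but the mean log2 expression of the set was 5.64, where a pseudocount has little effect, so this test could hardly have come out otherwise. Among 10000 random sets of genes matched on expression, 0.96% had a median as low, and the middle 95% of them lay between -0.057 and 0.0275, so the level of expression alone does not account for the shift. n-mir153 itself did not rise at high temperature. No biological explanation was tested beyond temperature itself.

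Whether the targets of a changed miRNA moved opposite to it was tested with camera on the TargetFinder lists. It gave 0.723 for miR399 (28 genes, 18 higher at high temperature), 0.0902 for miR530 (19 genes, 12 lower) and 0.251 for miR860 (25 genes, 16 higher) with temperature, and 0.601 for miR827 in HL vs HS (52 genes, 28 higher). These p cover a shift in either direction. The targets of miR399 and miR530 leaned the same way as the miRNA, and those of miR860 and miR827 the opposite way. Adjusted over the 4 sets, p was 0.361–0.723, so no such movement was found in these sets.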
